# Long-Range Enhancer Interactions Are Prevalent in Mouse Embryonic Stem Cells and Are Reorganized upon Pluripotent State Transition

**DOI:** 10.1016/j.celrep.2018.02.040

**Published:** 2018-03-06

**Authors:** Clara Lopes Novo, Biola-Maria Javierre, Jonathan Cairns, Anne Segonds-Pichon, Steven W. Wingett, Paula Freire-Pritchett, Mayra Furlan-Magaril, Stefan Schoenfelder, Peter Fraser, Peter J. Rugg-Gunn

**Keywords:** epigenetics, genome organization, chromatin looping, gene regulation, pluripotency, differentiation, promoter capture Hi-C

## Abstract

Transcriptional enhancers, including super-enhancers (SEs), form physical interactions with promoters to regulate cell-type-specific gene expression. SEs are characterized by high transcription factor occupancy and large domains of active chromatin, and they are commonly assigned to target promoters using computational predictions. How promoter-SE interactions change upon cell state transitions, and whether transcription factors maintain SE interactions, have not been reported. Here, we used promoter-capture Hi-C to identify promoters that interact with SEs in mouse embryonic stem cells (ESCs). We found that SEs form complex, spatial networks in which individual SEs contact multiple promoters, and a rewiring of promoter-SE interactions occurs between pluripotent states. We also show that long-range promoter-SE interactions are more prevalent in ESCs than in epiblast stem cells (EpiSCs) or *Nanog*-deficient ESCs. We conclude that SEs form cell-type-specific interaction networks that are partly dependent on core transcription factors, thereby providing insights into the gene regulatory organization of pluripotent cells.

## Highlights

• Promoter-capture Hi-C identifies 3D interactions in mouse pluripotent cells
• Super-enhancers (SEs) form complex spatial networks contacting multiple promoters
• Rewiring of promoter-SE interactions between ESC and EpiSC pluripotent states
• Long-range SE interactions are a hallmark of mouse ESCs

## Introduction

Complex, multi-layered compaction and folding enables the eukaryotic genome to undergo functional organization within the 3D nuclear space. Higher-order chromatin architecture forms into topologically associating domains (TADs), which are discrete ∼1-Mb structures that compartmentalize and insulate the genome (Nora et al., 2012, Dixon et al., 2012). Within TADs, DNA loops bring promoters and their distal regulatory elements into close physical proximity. TAD organization is orchestrated by architectural proteins like CTCF and cohesin and is largely cell-type invariant (Rao et al., 2014, Wei et al., 2013, Apostolou et al., 2013, Nora et al., 2017). In contrast, intra-TAD DNA loops are typically cell-type specific and are frequently rewired upon cell state changes (Smith et al., 2016, Denholtz et al., 2013, Schoenfelder et al., 2015b, Freire-Pritchett et al., 2017). This hierarchical nuclear organization permits the coordinated activation and repression of cell-identity genes while restricting the pool of promoters that are able to contact regulatory elements, including transcriptional enhancers (Dixon et al., 2012).

The mechanisms responsible for establishing the interactions between promoters and their regulatory elements include the binding of cell-type-specific transcription factors and the local chromatin landscape (reviewed in Heinz et al., 2015, Vernimmen and Bickmore, 2015). In mouse embryonic stem cells (ESCs), global, low-resolution analyses showed that large regions harboring clusters of NANOG, OCT4, or SOX2 binding sites preferentially interact, and depleting NANOG or OCT4 reduces the frequency of interactions (de Wit et al., 2013, Denholtz et al., 2013). In addition, the recruitment of NANOG to an ectopic site is sufficient to bring different distant regions together, thereby demonstrating a direct role for pluripotency factors in controlling chromatin topology (de Wit et al., 2013). At higher resolution, pluripotent-specific interactomes around the *Nanog* and *Pou5f1* promoters have been mapped (Apostolou et al., 2013), and the maintenance of the chromatin structure at these sites depends on pluripotency factors such as OCT4 (Levasseur et al., 2008). Contacts are also sensitive to differentiation cues that can disrupt promoter-enhancer loops at these loci (Kagey et al., 2010, Gaspar-Maia et al., 2011, Phillips-Cremins et al., 2013). In addition, transcription-factor-induced reprogramming to pluripotency induces a reorganization in the chromatin topology of the donor somatic cells (Krijger et al., 2016, Beagan et al., 2016). These studies collectively provide support for a model where DNA looping at regulatory elements can be driven and/or regulated by pluripotency-associated transcription factors.

A subset of enhancers, known as super-enhancers (SEs; Hnisz et al., 2013, Whyte et al., 2013) or stretch enhancers (Parker et al., 2013), was proposed to be crucial for regulating the expression of cell identity genes. SEs form large domains (typically >3 kb) with high levels of the active enhancer mark, histone 3 lysine 27 acetylation (H3K27ac), and are densely occupied by key transcription factors (Whyte et al., 2013). In ESCs, for example, most SEs are bound by NANOG, OCT4, and SOX2 (Whyte et al., 2013). SEs are thought to control gene expression programs by associating with promoters and modulating their transcriptional output. The gene promoter targets of SEs are typically predicted using algorithms that account for linear proximity and high levels of gene expression (Whyte et al., 2013). This approach in ESCs assigned 231 SEs to 210 genes; the majority of these genes have prominent roles in controlling the pluripotent state. Thus, the binding of cell-specific transcription factors to SEs is predicted to establish self-regulatory feedback that may stabilize cell identity.

The function of several SEs has been examined in ESCs using genetic approaches. Deleting multiple SEs in the vicinity of the *Nanog* and *Sox2* loci leads to variable effects on predicted target gene transcription (Zhou et al., 2014, Blinka et al., 2016). This phenotypic variability following SE deletion was also observed in another study, which reported a large range in the transcriptional misregulation of predicted target genes (Moorthy et al., 2017). Interestingly, deleting a SE can also alter the transcription of genes that are not currently assigned to that SE, suggesting that SEs might provide regulatory inputs to multiple promoters and operate within larger networks or interaction hubs (Blinka et al., 2016, Moorthy et al., 2017). The underlying causes of the observed transcriptional variability are not clear but may be due to the partial redundancy of the individual enhancer elements that comprise a SE and to the failure of current SE predictions to infer additional strong regulatory associations. Mapping the precise regulatory inputs to key cell identity genes will improve the curation of transcriptional networks and lead to a better understanding of the phenotypic variability that is observed upon SE perturbations.

Despite the progress in defining regulatory elements within the genome, inferring promoter-SE associations based on linear proximity has several shortcomings. First, regulatory elements are frequently located at considerable distances away from their target promoters in linear DNA (reviewed in van Heyningen and Bickmore, 2013). Second, promoters are often contacted by multiple regulatory elements, and individual regulatory elements may interact with multiple target promoters, either sequentially or simultaneously (Sanyal et al., 2012, Freire-Pritchett et al., 2017, Schoenfelder et al., 2015a). This complexity can easily be overlooked when assigning single promoter-SE pairings. However, methods such as chromosome conformation capture (3C) approaches map the physical interactions between promoters and their regulatory elements, including SEs. Promoter-capture Hi-C (PCHi-C) in ESCs identified interactions between SEs and 503 genes (Schoenfelder et al., 2015a), which is many more than the predicted number of 210 genes, thereby pointing toward a more complex spatial network than previously thought. It is important to expand these results by carefully examining this spatial network in more detail, including an assessment of the combinatorial promoter-SE interactions, and in additional cell types. Moreover, it remains unknown how promoter-SE interactions change upon developmental state transitions, and how transcription factors may establish or maintain promoter-SE interactions. These points are important to address in order to assess the accuracy of current SE target gene assignments, understand the complexities of regulatory networks that underpin cell identify, and better interpret current and future functional experiments.

ESCs require precise regulation of transcriptional programs to enable the balance between self-renewal and effective differentiation and provide an informative system to study how gene regulatory interactions are altered on cell state change. Here, we used PCHi-C to identify promoter-based interactions in ESCs, and we focused our analysis on investigating the interactions with SEs. We assigned promoter targets to previously defined SEs, which both confirmed and extended the number of known regulatory contacts. We also mapped promoter-SE interactions in a more developmentally advanced pluripotent cell type, epiblast stem cells (EpiSCs), and found that a subset of interactions was rewired between ESCs and EpiSCs. Interestingly, promoter-SE interactions frequently spanned large distances (>800 kb) in ESCs, but not in EpiSCs or in *Nanog*-deficient ESCs. Together, these results provide insights into the organization of chromatin topology in ESCs and lead to a better understanding of how gene regulatory networks can switch between pluripotent states.

## Results

### SEs Are Highly Interactive Hubs in ESCs

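Promoter Capture Hi-C (PCHi-C) ligates restriction fragments that lie close together in cross-linked nuclei, and then pulls down the ligation products that contain a gene promoter with RNA baits. Wild-type (WT) mouse ESCs were sequenced in 5 lanes, and the paper's methods give 2 biological replicates per cell type. The authors mapped and filtered the read pairs with HiCUP, scored each pair of HindIII fragments with CHiCAGO, which weighs the number of reads against the background for that distance, and combined the replicates before they deposited the list. Each score is the authors' own. Because the list is combined, its values have no replicate error, and the intervals given for shares cover counting error only. The WT ESC list holds 107816 entries, which are 100492 different pairs of fragments, since an interaction that joins a pair of baited fragments can be listed from both ends. Each pair was counted once. The listed pairs add up to 2177317 reads, with a median of 13 reads and a median CHiCAGO score of 6.46. This sum covers called interactions only and is not the depth of the libraries, which the list does not give. The lowest listed score is 5 and the lowest read number is 2, so interactions under that score do not appear. The paper's methods also include interactions with scores of at least 4 under a condition on the single replicates, and the list holds none of these. Of the pairs, 99706 lie within a chromosome and 786 join different chromosomes. A total of 16538 baited fragments have at least 1 interaction in this list, and the 19022 fragments that are baited in any of the 3 deposited lists were taken as the baits. All coordinates are in GRCm38, in which both ends of each of the 96056 listed fragments fall on a HindIII site.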

To map the gene promoters that are in close physical proximity to SEs in mouse ESCs, we performed PCHi-C, a high-throughput 3C-based technique with a capture step to enrich for interactions at >22,000 promoters at single-restriction-fragment resolution (Mifsud et al., 2015, Schoenfelder et al., 2015a). We identified significant interactions using Capture Hi-C Analysis of Genomic Organization (CHiCAGO) (Cairns et al., 2016), including several previously reported contacts between promoters and their regulatory elements in ESCs for *Pax2*, *Tbx5*, and *Wnt6* (Figure S1; Schoenfelder et al., 2015a, Schoenfelder et al., 2015b).

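The baited fragment of *Pax2* (chromosome 19, 44748489 to 44759479) has 33 interactions in the WT ESC list, at a median distance of 166 kb. The one with the highest score, 25.88 from 29 reads, joins it to a fragment with an exon of *Tlx1* at a distance of 394 kb (45145003 to 45151723). The baited fragment of *Tbx5* (chromosome 5, 119831870 to 119835533) has 9 interactions at a median distance of 585 kb. Its highest score, 32.94 from 27 reads, belongs to a fragment with an exon of *Lhx5* (120431324 to 120435891), 600 kb away. For *Wnt6* (chromosome 1, 74766819 to 74773045), 22 interactions were listed at a median distance of 113 kb, and the highest score, 22.61 from 47 reads, joins it to a fragment with an exon of *Fev* (74884158 to 74886927). No SE fragment is among the partners of these 3 promoters.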

We focused on the 901 HindIII fragments overlapping the 231 SEs that were defined previously in ESCs (Whyte et al., 2013). We assigned each SE to one or more gene promoters based on their interactions (Table S1). We restricted our analysis to the 151 SEs (∼70%) that did not overlap with a promoter to ensure that detected interactions were mediated by promoter-SE, and not by promoter-promoter, contacts (Figure 1A). Of these, we detected significant promoter interactions with 138 SEs (91%). 

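The 231 SEs were taken as the HindIII fragments that Table S1 lists for them. The table holds 899 different fragments, which join into 232 contiguous regions, of which 80 contain a baited fragment and 152 do not. An SE was counted as interacting when at least 1 of its fragments was listed opposite a baited fragment outside that SE. In the WT ESC list this held for 46 of the 152 SEs without a bait, or 30.3% (Wilson 95% interval 23.5% to 37.98%), through 103 interactions. Of the alternatives tried, the choice of SEs moved this number most. With the 927 SEs called by ROSE in place of the Table S1 regions, 141 of 273 SEs without a bait had a promoter interaction (51.6%). Table S1 itself lists 772 interactions for WT ESCs, and 623 of these (80.7%) are in the deposited list at a score of at least 5. They involve 130 of the regions, 52 of them without a baited fragment.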

The original description of SEs in ESCs assigned 210 genes to SEs by linear proximity (Whyte et al., 2013). Our PCHi-C data provide direct evidence for promoter-SE interactions at 81 of those genes, including pluripotency-associated factors such as *Klf4, Sox2, Nanog*, and *Fgf4* (Figures 1A and 1B; Table S1). 

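Table S1 assigns 136 different genes by proximity to the 152 SEs without a bait, and 15 of them are contacted by one of these SEs in the WT ESC list. The *Nanog* promoter fragment (chromosome 6, 122707373 to 122709173) contacts an intergenic SE 43.2 kb away (122655756 to 122666158, 13 reads, CHiCAGO score 8.76). It also contacts 2 fragments of an SE that lies in an intron of *Slc2a3* (122760696 to 122772061), at scores of 8.36 and 8.75 from 11 reads each. The baited fragments of *Sox2* (chromosome 3, 34647507 to 34650462) and *Fgf4* (chromosome 7, 144858795 to 144862092) are themselves part of an SE. They have 3 interactions and 1 interaction in WT ESCs, none of which reaches a fragment of another SE. The *Klf4* promoter fragment (chromosome 4, 55531813 to 55535766) lies outside the SEs and has 1 interaction in this list, which does not involve an SE fragment.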

No significant SE contacts were detected for 42 genes assigned to a SE by computational predictions, confirming that linear distance does not accurately infer regulatory contacts (Figures 1A and 1B; Table S1). 

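Of the 136 genes assigned by proximity to an SE without a bait, 121 have no interaction of score 5 or above with these SEs in the WT ESC list. For *Dppa3* (chromosome 6, 122625525 to 122627457) the list holds a single interaction, with 5 reads and a CHiCAGO score of 7.16. It joins the promoter to the SE at *Phc1* (122337340 to 122343407), 287 kb away, through the fragment that carries the *Phc1* bait, so it is not among the contacts with SEs without a bait. The transcription start sites of 5 genes lie between its ends. A gene without a listed contact is one for which no contact was detectable at this depth and score.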

Excitingly, we identified an additional 197 target promoters that have not been previously associated with a SE in ESCs (Figures 1A and 1B; Table S1). 

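The 46 interacting SEs contact 74 genes in WT ESCs, by the names the authors' list gives to the baited fragments, and 59 of these genes are not among those assigned by proximity. *Sox15* (chromosome 11, 69652620 to 69657059) has 14 interactions in this list but none with an SE fragment.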

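Of a list of 26 glycolysis genes, 23 have a baited fragment in the deposited lists. Among them, 1 gene, *Slc2a3*, contacts an SE in the WT ESC list. Its promoter fragment (chromosome 6, 122795757 to 122817381) is joined to the SE between *Dppa3* and *Nanog* over 141 kb with 9 reads and a CHiCAGO score of 6.41, and to the SE at *Nanog* over 98.3 kb with 9 reads and a score of 7.29. The promoter of *Ldhb* (chromosome 6, 142505906 to 142516003) lies in an SE and contacts no other SE. *Slc2a1* has 15 interactions in WT ESCs, none with an SE fragment.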

Notably, several newly identified genes encode for components of the glycolysis pathway, which is highly active in serum-grown mouse ESCs (Zhang et al., 2012, Zhang et al., 2016). Mapping the SE-interactome in ESCs, therefore, has provided direct evidence for predicted promoter-SE contacts, and expanded the gene regulatory networks to reveal an unanticipated connection with the control of metabolic activity.

**Figure 1:**
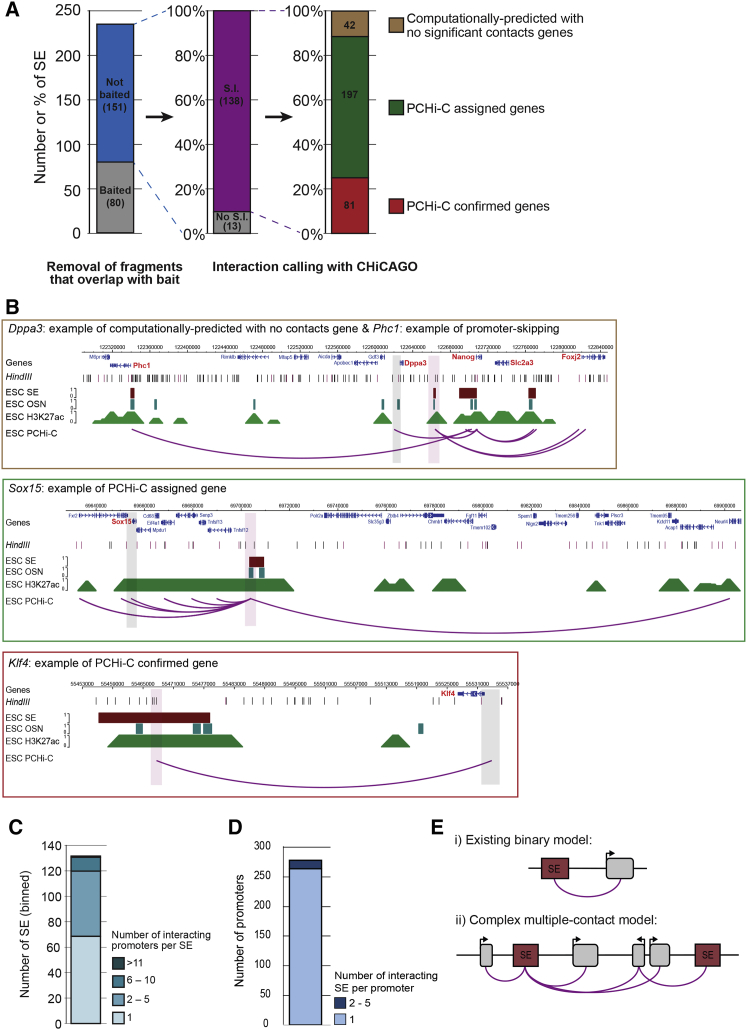
Promoter-Capture Hi-C Reveals that SEs Form Spatial Networks in Mouse ESCs (A) From the 231 previously defined SEs in ESCs (Whyte et al., 2013), 80 overlapped baited Hi-C fragments and were not considered further in this analysis. Significant promoter-SE interactions were identified at 138 of the remaining SEs, and a comparison of SE target genes between PCHi-C and computational assignments is shown. (B) Example of a computationally predicted SE-target gene (*Dppa3*) without significant PCHi-C interactions (top). Examples of a newly identified SE-target gene (*Sox15*; middle) and a computationally predicted SE-target gene that was confirmed by PCHi-C (*Klf4*; bottom). Tracks show HindIII sites (black lines), baited HindIII sites (purple lines), ESC SEs (maroon), and ESC OSN (OCT4, SOX2, and NANOG) binding sites (teal). Arcs show significant interactions. Red and gray vertical bars highlight the location of SEs and promoters, respectively. The upper genome browser screenshot also exemplifies SE promoter skipping, where the SE close to *Phc1* contacts the *Nanog* promoter, skipping over six genes. (C) Stacked bar chart showing the number of SEs interacting with 1, 2–5, 6–10, or >11 gene promoters. (D) Stacked bar chart showing the number of gene promoters interacting with 1 or 2–5 SEs. (E) Schematic proposing an updated model of SE interactions from a binary promoter-SE interaction (i) to a more complex network where SEs can contact multiple promoters, and promoters can interact with more than one SE (ii). Red and gray rectangles represent SEs and genes, respectively. See also Figure S1 and Table S1.

Further analysis of the PCHi-C data revealed frequent promoter skipping by SEs, as exemplified by the SE proximal to *Phc1* that contacts the more distal *Nanog* promoter, skipping over six other promoters (Figure 1B, upper). This observation is similar to the skipping of active promoters by “regular” enhancers (Schoenfelder et al., 2015a). 

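The fragment that carries the *Phc1* bait and belongs to its SE (chromosome 6, 122337340 to 122340824) contacts a fragment of the SE at *Nanog* in WT ESCs (122696476 to 122703092). The interaction has 6 reads, a CHiCAGO score of 5.31, and spans 361 kb. It passes over the transcription start sites of 6 genes, the last of which is *Dppa3*. The partner is a fragment of the SE next to the *Nanog* promoter rather than the baited fragment of *Nanog*. The same *Phc1* fragment contacts the promoters of *M6pr* (42 reads, score 8.23), *1700063H04Rik* (35 reads, score 11.19), and *Rimklb* (8 reads, score 9.7). The *Foxj2* promoter (122817382 to 122824491) contacts the SE between *Dppa3* and *Nanog* with 10 reads and a score of 6.62, passing over *Nanog* and *Slc2a3*.

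**Figure D1:**
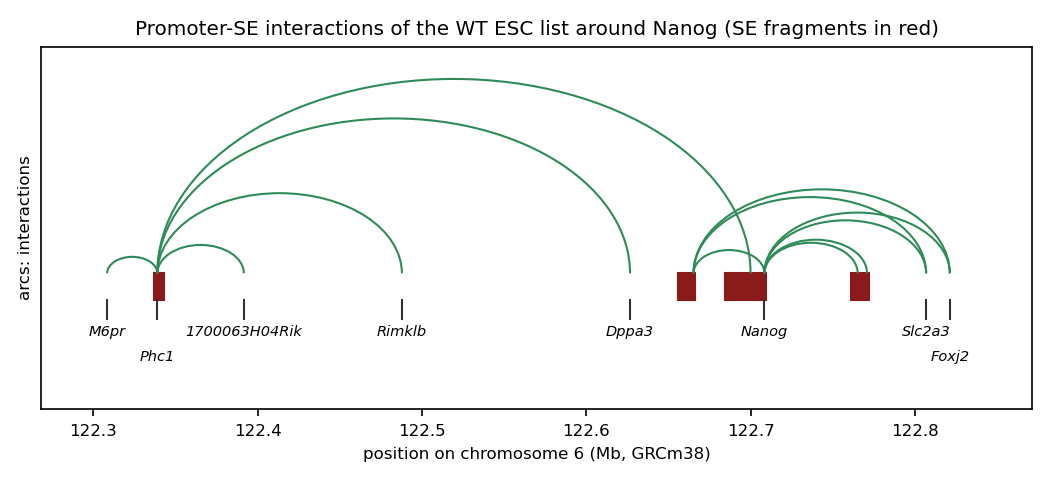
Promoter-SE interactions of the WT ESC list between *M6pr* and *Foxj2* on chromosome 6, with the position in Mb on the horizontal axis. Red boxes are the 4 SEs of Table S1 in this region, black ticks mark the baited fragments named under them, and each green arc is 1 interaction whose height grows with its distance. The longest arc joins the *Phc1* fragment to the SE at *Nanog* over 361 kb.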

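Of the 46 SEs without a bait that have a promoter interaction in the WT ESC list, 33 contact 1 gene, 12 contact 2 to 5 genes, and 1 contacts 6 or more. The share with 2 or more genes is 28.3% (13 SEs, Wilson 95% interval 17.3% to 42.5%). The SE with the most genes lies on chromosome 17 (37070785 to 37081973), overlaps an exon of *Gabbr1*, and contacts 10 named genes, among them *Gabbr1*, *Zfp57*, and *Znrd1*. The next 4 SEs contact 4 genes each. One of them lies on chromosome 1 (153086139 to 153104753), over an exon of *Nmnat2*, and another on chromosome 10 (75872701 to 75883802), between genes. A baited fragment can carry several gene names, which then count separately.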

We also observed that half of the interacting SEs contacted two or more promoters, with ∼5% interacting with >6 different promoters (Figure 1C). Most promoters contacted one individual SE, and only 14 promoters contacted 2–5 SEs (Figure 1D). Together, this high-resolution contact map shows that SEs are highly interactive and complex hubs in ESCs, where several promoters can be in close physical contact to an individual SE (Figure 1E).

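Of the 74 genes that contact an SE without a bait in the WT ESC list, 71 contact 1 SE and 3 contact 2 SEs (4.05%, Wilson 95% interval 1.39% to 11.3%). The 3 genes are *Nanog*, *Rpl36-ps3*, and *Stk30*.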

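When the SEs with a baited fragment were included, 111 of the 232 regions contacted 237 genes in the WT ESC list. Of these SEs, 50.5% contacted 2 or more genes, and 13 genes contacted 2 or more SEs. From the number of promoters per SE, the paper concludes that SEs are highly interactive hubs, at which several promoters can be close to an individual SE (Figure 1E).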

### Rewiring of the SE Interactome upon Pluripotent State Transition

ESCs and EpiSCs represent functionally distinct pluripotent states with differing transcriptional and epigenetic programs that reflect their similarities to pre- and post-implantation epiblast cells, respectively. Many enhancers undergo changes in activity between the two pluripotent cell types (Buecker et al., 2014, Factor et al., 2014), and transcriptional differences include the reduced expression of genes such as *Nanog* and *Klf4* (Brons et al., 2007, Osorno et al., 2012, Tesar et al., 2007, Guo et al., 2009, Novo et al., 2016). 

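EpiSCs are pluripotent cells derived from the postimplantation epiblast. Their PCHi-C libraries were sequenced in 2 lanes, and the authors processed them as for ESCs and deposited 1 combined list, so the comparison with ESCs sets one list against another without a replicate check. The EpiSC list holds 92962 entries, or 87369 different pairs of fragments, of which 388 join different chromosomes. These pairs add up to 1651319 reads, with a median of 11 reads and a median CHiCAGO score of 6.49, and 15769 baited fragments have at least 1 interaction. The lowest listed score is 5, as in ESCs. Of all pairs in the WT ESC list, 39.6% are also in the EpiSC list. An interaction absent from a list can have fallen short of the score there, so a gene was called specific to a cell type only in the sense that the other list does not hold it.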

To investigate how the ESC SE interactome is reorganized upon this developmental transition, we performed PCHi-C in EpiSCs. We found that the majority (70%) of genes interacting with SEs in ESCs were the same in EpiSCs (Figure 2A). These genes encode key pluripotency factors such as *Pou5f1* and *Sox2*, plus signaling regulators like *Lefty1* and *Smad1* (Figure 2A).

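In the EpiSC list, 43 of the 152 SEs without a bait have a promoter interaction, through 89 interactions with 63 genes, and 24 of these SEs also interact in the WT ESC list. Of the 74 genes that contact these SEs in WT ESCs, 28 also do so in EpiSCs, or 37.8% (Wilson 95% interval 27.6% to 49.2%). The share changed with the SEs considered. It was 50.6% with the SEs that contain a bait included and 50.2% with the ROSE SEs of WT ESCs. Of the single WT ESC interactions with these SEs, 29.1% are in the EpiSC list, against 39.6% of all WT ESC pairs.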

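The baited fragments of *Pou5f1* (chromosome 17, 35504152 to 35506204) and *Sox2* lie within SEs themselves. In the WT ESC and EpiSC lists, *Pou5f1* has 5 and 1 interactions and *Sox2* has 3 and 9, none of them with another SE. *Lefty1* (chromosome 1, 180931763 to 180939037), whose bait is also part of an SE, contacts the SE at *Lefty2* in WT ESCs (9 reads, CHiCAGO score 6.35, 46.2 kb). The EpiSC list holds 3 interactions of *Lefty1*, none with another SE. *Smad1* (chromosome 8, 79395121 to 79411644) has 2 interactions in each list, none with an SE fragment.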

**Figure 2:**
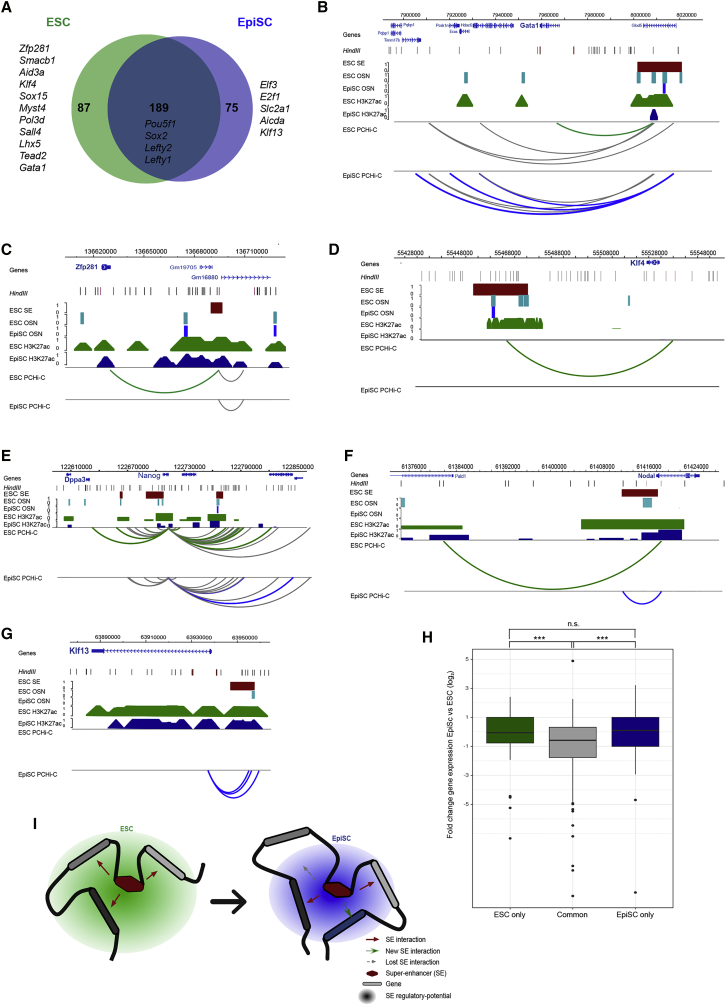
Pluripotent State-Specific Wiring of SE Interactions (A) The promoters in close physical proximity to ESC SEs were largely maintained in EpiSCs, but subsets of significant SE interactions were detected uniquely in each cell type. (B–G) Differences in the SE interactome between ESCs and EpiSCs are shown for the *Gata1* (B), *Zfp281* (C), *Klf4* (D), *Nanog* (E), *Nodal* (F), and *Klf13* (G) loci. Arcs indicate significant interactions colored by cell-type specificity (ESC only, green; EpiSC only, blue; shared, gray). (H) Boxplot showing the log2 fold change in gene expression between EpiSCs and ESCs, for genes interacting with SEs only in ESCs, in ESCs and EpiSCs, and only in EpiSCs. ^∗∗^p < 0.01 (Mann-Whitney *U* test). (I) Model illustrating the rewiring of interactions between pluripotent states at an individual SE. The red arrows represent the physical contacts between promoters detected by PCHi-C, creating a spatial hub for potential SE regulation (green/blue circles). Upon transitioning to EpiSCs, some contacts are lost (gray arrow), while new ones are established (green arrow). See also Figure S2 and Table S1.

The remaining 30% of SE-interacting genes were specific to each pluripotent state (Figure 2A). There were 87 genes that significantly interacted with SEs only in ESCs, including *Sall4*, *Tead2*, *Zfp281*, *Klf4*, *Sox15*, and *Gata1* (Figures 2A–2E; Table S1). 

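By the SEs without a bait, 46 genes contact an SE in the WT ESC list and not in the EpiSC list. Of the genes named here, *Zfp281*, *Tead2*, and *Gata1* have an SE contact in the WT ESC list only, in each case with an SE that contains a bait. The *Zfp281* promoter (chromosome 1, 136624484 to 136632105) contacts an SE 65.9 kb away with 13 reads and a CHiCAGO score of 5.23. The *Tead2* promoter (chromosome 7, 45213147 to 45218500) contacts an SE over exons of *Hsd17b14* and *Plekha4*, 339 kb away, with 6 reads and a score of 6.21. The *Gata1* promoter (chromosome X, 7974091 to 7980606) contacts 2 fragments of the SE at *Glod5*, with 20 reads (score 6.3) and 12 reads (score 7.18). *Klf4* has 1 interaction in WT ESCs and 4 in EpiSCs, and *Sox15* has 14 and 2, without an SE fragment in either list. *Sall4* (chromosome 2, 168764865 to 168771996) lies in an SE, with 2 interactions in WT ESCs and 0 in EpiSCs.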

We also detected in EpiSCs a set of promoters that gained significant interactions with ESC SEs, including *Aicda* and *Klf13* (Figures 2A, 2F, and 2G; Table S1). 

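The EpiSC list holds 35 genes that contact an SE without a bait and do not do so in the WT ESC list. The *Klf13* promoter (chromosome 7, 63930364 to 63940989) contacts 3 fragments of an intergenic SE (63943068 to 63957646) in EpiSCs, with 74, 60, and 38 reads and CHiCAGO scores of 7.14, 8.17, and 5.26, at distances from 12.0 to 21.6 kb. It has 12 interactions in EpiSCs and 2 in WT ESCs.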

The majority (92%) of these SEs remained either a SE or an active enhancer in EpiSCs. Interestingly, two-thirds of the EpiSC-specific gene promoters are interacting with a SE that is in contact with a different gene promoter in ESCs. This suggests that the same SE can interact with different promoters in different cell types. 

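Of the 35 genes that contact an SE without a bait only in the EpiSC list, 14 share that SE with another gene in the WT ESC list, or 40.0% (Wilson 95% interval 25.6% to 56.4%). With the SEs that contain a bait included, the share was 67.5%. From such SEs, the paper proposes that the same SE can interact with different promoters in different cell types.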

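RNA was sequenced from 3 WT ESC samples, 4 EpiSC samples, and 3 *Nanog*-/- ESC samples. The authors' deposited table gives, for each of 15648 genes, the median RPKM (reads normalized to gene length and library size) of each group, a log2 fold change, and a p-value. It holds no value per sample, so its values carry no replicate error here, and the paper's text does not describe how reads were mapped or counted, or whether the p-values are adjusted. In the authors' deposited table, 7522 of the 14230 genes with a value have a p-value under 0.05 between EpiSCs and ESCs, of which 3691 are higher and 3831 lower in EpiSCs. Among genes in contact with an SE without a bait and such a p-value, the authors' deposited table gives the largest falls for *Klf2* (log2 fold change −6.45), *Rpl36-ps3* (−6.34), and *Tcfcp2l1* (−5.79), and the largest rises for *Kctd11* (2.41), *Shisa4* (2.27), and *Isg20* (2.17). The fold changes in the authors' deposited table were then compared between the groups of genes that contact an SE without a bait. Their median in the authors' deposited table was −0.78 for the genes of WT ESCs only (37 of 46 had a value), −0.54 for the genes of both cell types (25 of 28), and −0.27 for the genes of EpiSCs only (26 of 35), while the median of all genes was 0. None of the 3 differences between the groups was larger than the spread between genes. In a two-sided permutation test of the rank sum, the Benjamini-Hochberg adjusted p was 0.415 for WT ESC only against both, 0.415 for EpiSC only against both, and 0.312 for WT ESC only against EpiSC only. Genes are not independent replicates. The last comparison moved most with the score threshold. At a CHiCAGO score of at least 7 its difference was −1.86 with an adjusted p of 0.0018. With the gene groups taken from Table S1, an alternative chosen after seeing the data, the genes of WT ESCs only had a smaller fall than the genes of both cell types, by 0.22 (permutation test, adjusted p = 0.0252).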

Although there was no global association between cell-type-specific SE interaction and target gene expression (Figure 2H), the rewiring of a set of ESC SE interactions was consistent with transcriptional changes at individual loci. For example, loss of contacts between the *Klf4* promoter and a SE, and between the *Dppa3* promoter and a SE, is consistent with their transcriptional downregulation in EpiSCs compared to ESCs (Figures 2D and 2E). In addition, the gain of a significant interaction in EpiSCs between the *Nodal* promoter and its pluripotent-specific enhancer (Papanayotou et al., 2014) is in line with the transcriptional upregulation of *Nodal* in EpiSCs (Figure 2F). 

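In the authors' deposited table, the median RPKM of *Klf4* is 93.0 in WT ESCs and 10.9 in EpiSCs, with a log2 fold change of −3.91 (p = 5.5e-26). For *Dppa3*, the authors' deposited table gives 74.1 and 0.0603 RPKM and a log2 fold change of −9.24 (p = 2.72e-44). The *Dppa3* promoter contacts the SE at *Phc1* in the WT ESC list and has 0 interactions in the EpiSC list. None of the 4 interactions of the *Klf4* promoter in EpiSCs involves an SE fragment.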

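In the authors' deposited table, the median RPKM of *Nodal* is 68.7 in WT ESCs and 122.25 in EpiSCs, while the log2 fold change is −0.12 with a p of 0.72. The fold changes for EpiSCs in the authors' deposited table lie below the log2 ratios of the RPKM values by a nearly constant amount (median 0.94 across 9043 genes at 1 RPKM or more). The *Nodal* promoter fragment (chromosome 10, 61415457 to 61417972) has 2 interactions in each of the WT ESC and EpiSC lists, none with a fragment of the 231 SEs. The paper names a pluripotent-specific enhancer of *Nodal* as the partner gained in EpiSCs. Whether a listed partner is that enhancer was not checked, so the paper's example was not tested here.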

Taken together, these results show that the majority of promoter-SE interactions are conserved between ESCs and EpiSCs, but a subset of the ESC SE interactome is reorganized upon the transition to an EpiSC state (Figure 2I).

We examined ESC chromatin immunoprecipitation sequencing (ChIP-seq) data (Sánchez-Castillo et al., 2015) to identify proteins that were enriched at the gene promoters in contact with SEs only in ESCs (ESC only). This revealed that ESC-only promoters are commonly bound by pluripotency factors, including TFCP2L1, KLF4, PRDM14, and SOX2 (Figure S2A). We also examined the gene promoters that are not in contact with SEs in ESCs but acquire SE interactions in EpiSCs (EpiSC only). This category of promoters was enriched for a different set of proteins that included JARID2, EZH2, TBX3, TET1, and KDM2A (Figure S2A). Core factors, such as OCT4 and MYC, were present at similar levels for ESC-only and EpiSC-only gene promoters. The analysis indicates that different categories of SE-interacting promoters are associated with distinct sets of transcription factor occupancy. This configuration might help to stabilize active SE interactions in ESCs and also promote the “priming” of new SE interactions upon transition to EpiSCs.

### Long-Range SE Interactions Are Detected in ESCs, but Not in EpiSCs

To investigate whether the rewiring of interactions between pluripotent states was a consequence of altered SE status, we defined SEs in EpiSCs by running H3K27ac ChIP-seq data (Factor et al., 2014) through the SE-calling ranking of super-enhancer (ROSE) pipeline (Whyte et al., 2013). H3K27ac levels are one of the most informative features to identify SEs (Lovén et al., 2013, Khan and Zhang, 2016) and have been used to operationally define SEs in a range of tissues and species (Whyte et al., 2013, Chapuy et al., 2013, Ding et al., 2015, Pérez-Rico et al., 2017, Cao et al., 2017). This approach identified 896 SEs in EpiSCs (EpiSC-SE). To generate a comparable list in ESCs, we re-called SEs using the same pipeline, resulting in 927 SEs (ESC-SE), which incorporated the vast majority (85%) of the 231 ESCs SEs considered thus far. As expected, the number of ROSE-called SEs is higher than the original 231 ESCs SEs, as MED1 occupancy was initially used as additional criteria (Whyte et al., 2013). Approximately one-third of the ROSE-called SEs were the same in ESCs and EpiSCs. In both cell types, SEs were highly interactive when compared to “regular” enhancers or control regions that were randomly selected to size match each individual SE (Figures 3A and 3B).

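The top 250 ROSE regions by H3K27ac rank and the 250 regions just below the SE threshold were taken from Table S2. The copy of that table used here holds the first 1999 of 14700 regions for ESCs and of 13838 for EpiSCs, which include all 927 and 896 SEs. The low-ranked enhancers were not analysed here. In the WT ESC list, 2082 of the 100492 pairs join a promoter to one of the top 250 SEs, or 2.07% (Wilson 95% interval 1.99% to 2.16%), and 1034 pairs (1.03%) involve a middle-ranked enhancer. Among 1000 sets of regions of the same sizes as the SEs, placed at random on the same chromosomes, the mean was 0.987% and the highest 2.00%, so that none reached the share of the SEs. In the EpiSC list the shares were 1.27% for the top 250 SEs (1113 pairs) and 0.697% for the middle-ranked enhancers (609 pairs). The shuffled sets had a mean of 0.497% and a highest share of 0.769%. The SEs cover more sequence than the middle-ranked enhancers, 16707 kb against 5092 kb in ESCs. Per Mb, the top SEs had 125 pairs and the middle-ranked enhancers 203 in the WT ESC list, and 130 and 198 in the EpiSC list. A minimum of 10 reads per interaction moved the shares of the SEs most, to 2.31% in WT ESCs and 1.42% in EpiSCs.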

**Figure 3:**
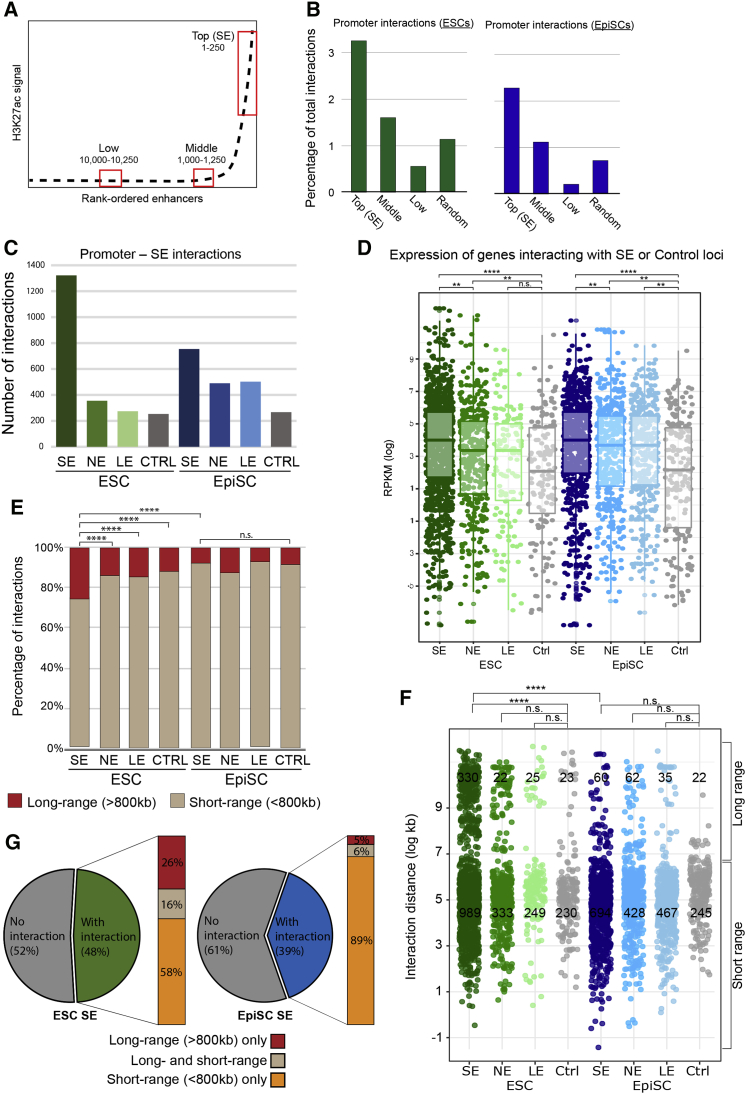
Long-Range Promoter-SE Interactions Are Prevalent in ESCs (A) After ROSE analysis, we selected three enhancer categories: the top 250 H3K27ac-ranked regions (comprising a subset of SEs), the first 250 enhancers immediately below the SE-threshold (middle), and 250 enhancers with low levels of H3K27ac. Red boxes highlight the selected enhancers within each category. (B) Proportion of PCHi-C interactions detected for the three enhancer categories and control regions in ESCs (left) and in EpiSCs (right). Control regions were randomly selected and size-matched to SEs. (C) Number of interactions after concatenation of the fragments spanning an individual SE, normal enhancer (NE), low enhancer (LE), or randomly selected control regions (CTRL) in ESCs and EpiSCs. (D) Expression (log2 reads per kilobase per million mapped reads [RPKM]) of genes interacting with the three classes of enhancers and control regions in ESCs and EpiSCs. ^∗∗∗∗^p < 0.0001; ^∗∗^p < 0.01 (Mann Whitney *U* test). (E) ESCs have a high proportion (25%) of promoter-SE interactions spanning >800 kb (red) when compared to interactions in EpiSCs or to size matched NEs and control regions (CTRL; Benjamini-Hochberg adjusted chi-square p < 0.0001). (F) A significant proportion of LRIs between promoters and SEs in ESCs (green, 25%) compared to EpiSCs (blue, 7%) or to size- and distance-match random control regions (light green, 13%; Benjamini-Hochberg adjusted p < 0.0001). NE and LE are not significantly different from controls. See Table S2 for a list of LRIs. (G) Classification of concatenated SE fragments according to the genomic distance of their target promoters. In ESCs, 58% of interacting SE regions only engage in short-range (<800 kb), 26% in long-range only (>800 kb), and 16% in both short- and long-range promoter interactions. In EpiSCs, most interacting SEs (89%) engage in short-range interactions only. Note that the proportion of interactive SE regions is likely to be underestimated due to the stringent statistical analysis applied to the concatenated regions, and also due to the inability to detect interactions when the baited promoter and SE are within neighboring HindIII fragments. See also Table S2.

To facilitate the comparison of promoter-SE interactions between ESCs and EpiSCs, we modified the CHiCAGO pipeline to concatenate all the individual HindIII fragments that overlapped a single ROSE-called SE and mapped significant interactions between promoters and each SE region. We also selected additional categories of regions with medium (normal enhancers [NEs]), low (low enhancers [LEs]) or undetectable (control [CTRL]) levels of H3K27ac and extended their sizes to match those of SE regions. 

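The stitched interaction calls cannot be made again from the deposited lists, which hold calls for single HindIII fragments. In their place, each different pair of a baited fragment and a ROSE SE joined by at least 1 listed interaction was counted. Unlike for the SEs of Table S1, a baited fragment inside the same SE was kept as a partner, which can add short pairs. The same holds for the middle-ranked enhancers and the shuffled regions. The 927 SEs of WT ESCs gave 3118 such pairs within chromosomes, against a mean of 1173 pairs over 1000 sets of regions matched in size and chromosome. In EpiSCs the 896 SEs gave 1901 pairs, against a mean of 588. A total of 722 SEs in WT ESCs and 611 in EpiSCs had at least 1 pair. With the SEs that hold a baited fragment left out, 314 pairs were counted in WT ESCs and 267 in EpiSCs. The random sets were not matched for holding a bait, so the excess over them is not specific to SEs without a promoter.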

As before, there were many more significant interactions with the concatenated SE regions as compared to the size-matched regular enhancers or control regions, thereby demonstrating that SEs are contacted by a particularly high number of promoter interactions (Figure 3C). The transcriptional output of genes interacting with SEs was higher than from the set of genes contacting NE, LE, or control regions (Figure 3D).

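Genes were assigned to each class by the baited fragments that its regions contact, and their expression was taken as log2(RPKM + 1) of the median RPKM in the authors' deposited table. For WT ESCs, the median from the authors' deposited table was 3.79 for the 2078 genes in contact with SEs, 3.10 for the 384 genes in contact with middle-ranked enhancers, and 1.42 for the 716 genes in contact with 1 set of shuffled regions. Genes in contact with SEs were left out of the other classes. Over 1000 shuffled sets treated in this way, the medians from the authors' deposited table had a mean of 1.66 and a range of 0.68 to 2.55, and 227 were at or below that of the set tested. With genes in contact with SEs kept in those sets, the mean from the authors' deposited table was 2.22. The difference between SEs and middle-ranked enhancers in WT ESCs was 0.70 (two-sided permutation test of the rank sum, Benjamini-Hochberg adjusted p = 0.000533). Between SEs and shuffled regions it was 2.37 (unadjusted p = 1e-05, the smallest that 100000 permutations can give), and 2.14 against the mean of the 1000 sets, a comparison chosen after seeing the data. A filter on low values lowered the difference between SEs and shuffled regions most, to 0.69 in WT ESCs (permutation test, adjusted p = 4e-05) and 0.56 in EpiSCs (adjusted p = 0.00249). For EpiSCs, the medians from the authors' deposited table were 4.85, 4.76, and 3.49. There, the difference between SEs and middle-ranked enhancers, 0.09, was within the spread between genes (permutation test, adjusted p = 0.509), and that between SEs and shuffled regions was 1.37 (adjusted p = 2e-05). The score threshold changed the direction of the difference between SEs and middle-ranked enhancers in EpiSCs, which was −0.18 at a CHiCAGO score of at least 7 (permutation test, adjusted p = 0.516).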

Interestingly, the proportion of long-range interactions (LRIs; defined as >800 kb) between promoters and SEs was significantly higher in ESCs than in EpiSCs. Overall, 25% of promoter-SE interactions spanned >800 kb in ESCs, which is more than for regular enhancers and control regions (p < 0.0001) and also when compared to SEs in EpiSCs (p < 0.0001; Figures 3E and 3F). Indeed, while 58% of the ESC SEs were involved in short-range interactions, 26% of the interacting SEs were engaged exclusively in LRIs and 16% in both (Figure 3G). 

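The distance of a pair was measured between the midpoints of the baited fragment and the ROSE SE, within chromosomes. In the WT ESC list, 24 of the 3118 promoter-SE pairs span more than 800 kb, or 0.770% (Wilson 95% interval 0.518% to 1.14%), and in the EpiSC list 20 of 1901, or 1.05% (0.682% to 1.62%). The difference, −0.28 percentage points, was not detectable with these counts (chi-square test, p = 0.376, Benjamini-Hochberg adjusted over 5 comparisons p = 0.627). Of the pairs with middle-ranked enhancers in WT ESCs, 11 of 703 span more than 800 kb (1.56%), a difference from the SEs of −0.79 percentage points (adjusted p of the chi-square test 0.253). Shuffled regions had a mean share of 1.79% in WT ESCs and 2.03% in EpiSCs, and 988 and 918 of the 1000 sets had a share at or above that of the SEs. These sets were not matched for distance to promoters, unlike the paper's controls in Figure 3F, so their shares also depend on where they were placed. In EpiSCs, 4 of 433 pairs with middle-ranked enhancers were long range (0.924%). With the SEs that hold a baited fragment left out, 1 of 314 promoter-SE pairs in WT ESCs and 2 of 267 in EpiSCs were long range. These tests compare the lists, not the cell types. The direction of the difference between ESCs and EpiSCs depended on the setting. With the share taken per SE, which also replaces the EpiSC SEs by the WT ESC SEs that interact in both lists, it was higher in WT ESCs by 0.713 percentage points (permutation of the list labels within each SE, p = 0.0284), and with pairs above 500 kb it was −1.82 percentage points (adjusted p = 0.0027). The 3 long-range pairs with the highest score in WT ESCs involve *Hrk* (1.501 Mb, 13 reads, CHiCAGO score 22.03), *Mrps2* (0.963 Mb, 5 reads, 11.81), and *Prpsap2* (0.833 Mb, 4 reads, 9.78). In EpiSCs they involve *Slu7* (2.68 Mb, 5 reads, score 10), *Glrx3* (1.42 Mb, 5 reads, 9.57), and *Zfp184* (1.58 Mb, 4 reads, 9.02). The paper's own shares come from its calls on stitched SE regions. From those, it concludes that long-range interactions between promoters and SEs are prevalent in ESCs and not in EpiSCs.

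**Figure D2:**
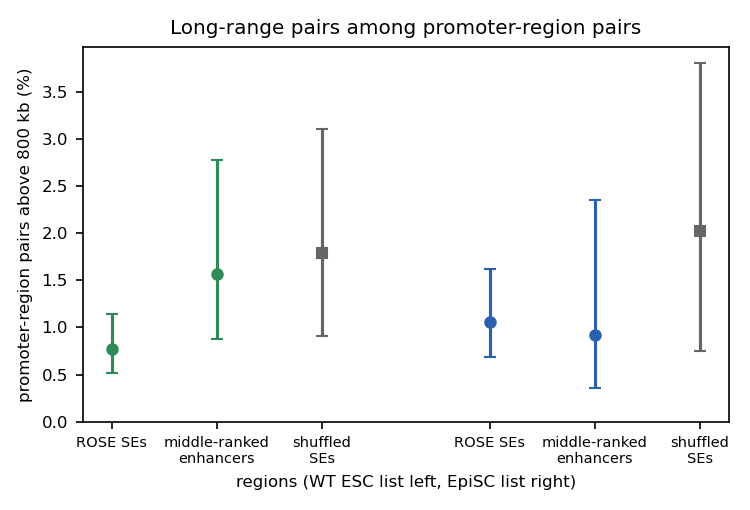
Percentage of promoter-region pairs longer than 800 kb (vertical axis) for ROSE SEs, middle-ranked enhancers, and shuffled regions, in the WT ESC list (green, left) and the EpiSC list (blue, right). Circles with bars are shares with their Wilson 95% intervals, and gray squares with bars are the mean and the central 95% of 1000 shuffled sets. The intervals of the SEs in both lists, 0.518% to 1.14% and 0.682% to 1.62%, overlap.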

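Of the 722 ROSE SEs with at least 1 promoter pair in the WT ESC list, 699 have only pairs up to 800 kb, or 96.8% (Wilson 95% interval 95.3% to 97.9%). Only long-range pairs were found for 4 SEs (0.554%) and both kinds for 19 (2.63%). In the EpiSC list, 595 of 611 interacting SEs (97.4%, 95.8% to 98.4%) have only short-range pairs, 5 only long-range pairs, and 11 both.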

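Over all interactions within chromosomes, the median distance between fragment midpoints was 139 kb in the WT ESC list (interquartile range 52.8 to 255 kb) and 141 kb in the EpiSC list (58.5 to 259 kb). In WT ESCs 1293 interactions spanned more than 800 kb, or 1.30% (Wilson 95% interval 1.23% to 1.37%), and in EpiSCs 1552, or 1.78% (1.70% to 1.87%). The intervals do not overlap, but they cover counting error within each combined list only. These interactions are weakly covered, with a median of 5 reads in either list, and with a minimum of 10 reads the shares were 0.125% and 0.209%.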

Importantly, when considering all significant promoter-genome interactions, there was no difference in the interaction distance when comparing between ESCs and EpiSCs (Figure S2B). In addition, interaction distances between promoters and non-SE regions, such as the Polycomb-mediated *Hox* network (Schoenfelder et al., 2015b, Joshi et al., 2015), were similar in ESCs and EpiSCs (Figure S2C), suggesting that the enrichment for LRI is a specific feature of ESC SEs. Furthermore, the CHiCAGO scores for long-range and short-range SE interactions were comparable (Figure S2D). 

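The baits named for *Hox* genes comprise 33 fragments. The WT ESC list holds 94 interactions between them, at a median distance of 44.2 kb, and the EpiSC list holds 69, at a median of 45.4 kb. The distances did not differ beyond their spread (two-sided permutation test of the rank sum, p = 0.773). The longest spans 171 kb in WT ESCs and 155 kb in EpiSCs. None of the listed interactions joins *Hox* baits on different chromosomes, in either cell type. The test therefore covers short distances only and cannot address a network between distant *Hox* loci. Interactions of *Hox* baits with other fragments were not included.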

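For WT ESCs, the 24 long-range promoter-SE pairs have a median CHiCAGO score of 5.79 and the 3094 short-range pairs one of 7.10 (two-sided permutation test of the rank sum, p = 0.0106, Benjamini-Hochberg adjusted over 3 lists p = 0.0318). In the EpiSC list the medians were 6.59 for 20 long-range pairs and 7.11 for 1881 short-range pairs, a difference within their spread (permutation test, adjusted p = 0.226). The difference in WT ESCs no longer passed the threshold when the lists were set to equal size (permutation test, adjusted p = 0.183). Long-range pairs rest on fewer reads, with a median of 4.5 against 13 in WT ESCs and 4 against 13 in EpiSCs. Pairs within a list are not independent replicates.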

Taken together, our results reveal a prevalence for SEs to establish long-range promoter interactions in ESCs, but not EpiSCs.

### Long-Range Regulatory Contacts in ESCs Are Enriched for NANOG Occupancy

As a first step toward understanding the determinants of LRIs, we examined the CODEX ChIP-seq database (Sánchez-Castillo et al., 2015) for transcription factors that are bound at gene promoters engaged in long-range versus short-range SE interactions in ESCs. Interestingly, the binding of several pluripotency factors, including NANOG, OCT4, SOX2, and KLF4, were significantly enriched at long-range SE interactions compared to short-range ones (Figures 4A and S3A). In particular, the pluripotency factor NANOG was the second most prevalent factor at promoters that interact with SEs (present at 12% of all promoters contacting ESC SEs) and with a skew toward those promoters connected by LRIs (Figure 4A). Moreover, when considering both ends of an interaction, NANOG binds the majority (68%) of sites that overlap with promoter-SE contacts (Figure 4B), with a strong preference for binding at the SE end of the interaction only (56%). This extends the observations that NANOG is a core protein that occupies many SEs in ESCs (Whyte et al., 2013) and that large regions harboring clusters of NANOG preferentially interact (de Wit et al., 2013).

**Figure 4:**
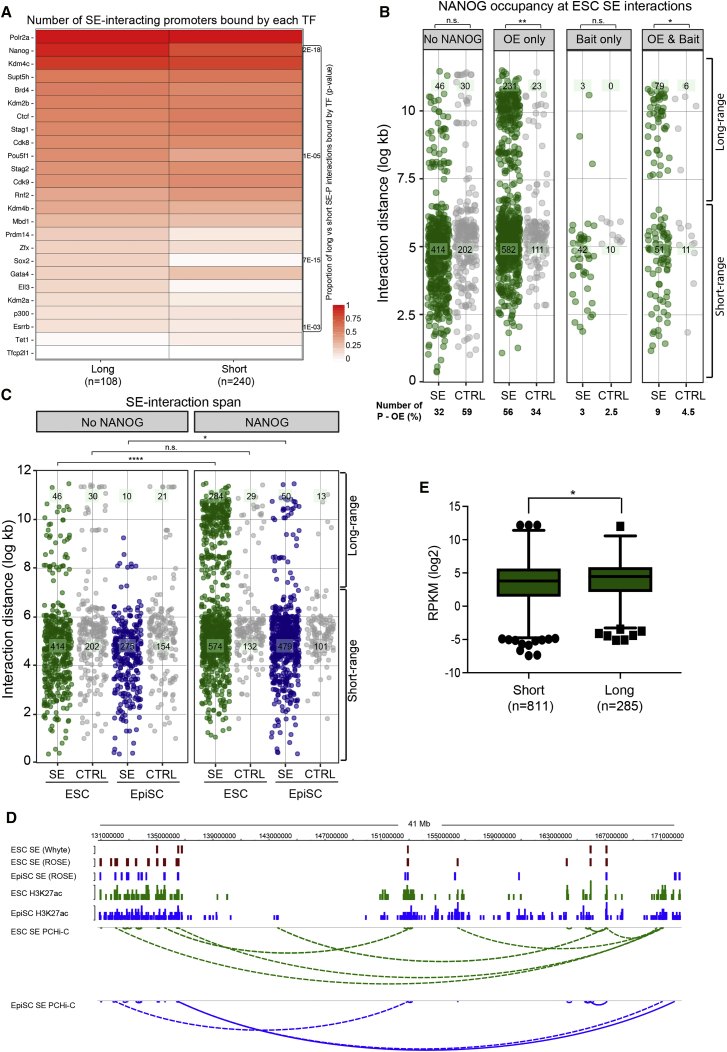
Long-Range Promoter-SE Interactions Are Enriched for NANOG Binding (A) CODEX database was integrated to screen for the binding of transcription factors (TFs) at the promoter of genes involved in long- and short-range SE interactions in ESCs. The heatmap shows the top 25 TFs bound at promoters engaged in LRIs with SEs, normalized by column. The side panel shows the Benjamini-Hochberg adjusted chi-square p values for the proportion of long- versus short-range interactions bound/not bound by NANOG, POU5F1, SOX2, and ESRRB. (B) Either end of the promoter-SE/CTRL contacts was classified according to the binding of NANOG. The majority (68%) of promoter-SE interactions in ESCs were bound by NANOG, particularly at the SE end (56%). The percentage of interactions within each category is shown. OE, other end of interaction (either SE or matched control). ^∗∗^p < 0.01; ^∗^p < 0.05 (Mann Whitney *U* test). (C) LRIs were significantly enriched for NANOG occupancy when compared to short-range (<800 kb) interactions in ESCs (green dots, Benjamini-Hochberg adjusted chi-square p = 2E-18; Figure S3A). This enrichment was moderately significant in EpiSCs (blue dots, Benjamini-Hochberg adjusted chi-square p = 8E-03) and not significant at control regions (gray dots). (D) Genome browser illustrating an example of LRIs between promoters and SEs in ESCs (green dashed arcs) and in EpiSCs (blue dashed arcs). (E) Gene expression levels (log2 RPKM) of genes engaged in long- and short-range SE interactions in ESCs (Mann-Whitney *U* test; p = 0.01). See also Figure S3 and Tables S2 and S3.

Examining this in further detail, we found that long-range promoter-SE interactions were bound by NANOG; 284 are NANOG-bound versus 46 without NANOG, whereas in contrast, the short-range SE-interactions did not show this enrichment (574 bound versus 414 not bound; Figures 4B–4D and S3A). In contrast, there was no significant difference in NANOG occupancy at interactions between promoters and randomly selected control regions that were matched for fragment size and distance from the bait (p = 0.39; Figures 4C and S3A). Although there were much fewer long-range SE interactions in EpiSCs than ESCs (total 60), we detected a modest but significant association with NANOG occupancy at long-range SE interactions compared to short-range ones (p = 0.008; Figures 4C and 4D). We found no enrichment for other genomic features like Cohesin or POLII occupancy (Figure S3B). Finally, the expression of genes involved in long-range SE interactions was slightly higher than that of genes engaged in short-range SE interactions (p = 0.01, Mann-Whitney test; Figure 4E). 

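From the authors' deposited table, the median log2(RPKM + 1) in WT ESCs was 5.03 for the 23 genes in a long-range pair with a ROSE SE and 3.79 for the genes in short-range pairs only. The difference of 1.24 was not larger than the spread between genes allows (two-sided permutation test of the rank sum, p = 0.213). With long range set at more than 500 kb the direction changed, and the genes in long-range pairs lay lower, with a difference of −0.93 (permutation test, p = 0.132).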

Taken together, long-range SE contacts in ESCs are associated with the presence of pluripotency transcription factors, in particular NANOG, and have increased expression levels compared to genes contacting SEs over a shorter distance.

### Long-Range SE Contacts Are Depleted in *Nanog*-Deficient ESCs

Although the occupancy of core transcription factors is a defining feature of SEs, it is not known whether the transcription factors themselves have a role in establishing SE contacts. To investigate a potential role for NANOG in coordinating the SE interactome, we generated PCHi-C libraries from *Nanog*^−/−^ ESCs. 

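In the authors' deposited RNA-seq table, the median RPKM of *Nanog* is 418 in WT ESCs, 361 in EpiSCs, and 22.3 in *Nanog*-/- ESCs. The log2 fold change of *Nanog* against WT ESCs in the authors' deposited table is −4.20 for the *Nanog*-/- cells (p = 1.73e-34) and −1.15 for EpiSCs (p = 0.000518). RPKM values of EpiSCs in the authors' deposited table are scaled differently from its fold changes. In the authors' deposited table, 1440 genes have a p-value under 0.05 between *Nanog*-/- and WT ESCs, 689 of them higher and 751 lower. The PCHi-C libraries of *Nanog*-/- ESCs were sequenced in 5 lanes, processed by the authors in the same way, and deposited as 1 combined list. It holds 82228 entries, or 74931 different pairs of fragments, of which 346 join different chromosomes, with 13805 baited fragments. The pairs add up to 1439394 reads, fewer than in the other lists, with a median of 11 reads and a median CHiCAGO score of 6.59. The interactions within chromosomes have a median distance of 74.1 kb (interquartile range 21.9 to 170 kb), and 276 of them span more than 800 kb, or 0.370% (Wilson 95% interval 0.329% to 0.416%). Of the pairs in this list, 56.0% are also in the WT ESC list. No replicate error is known for these values.

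**Figure D3:**
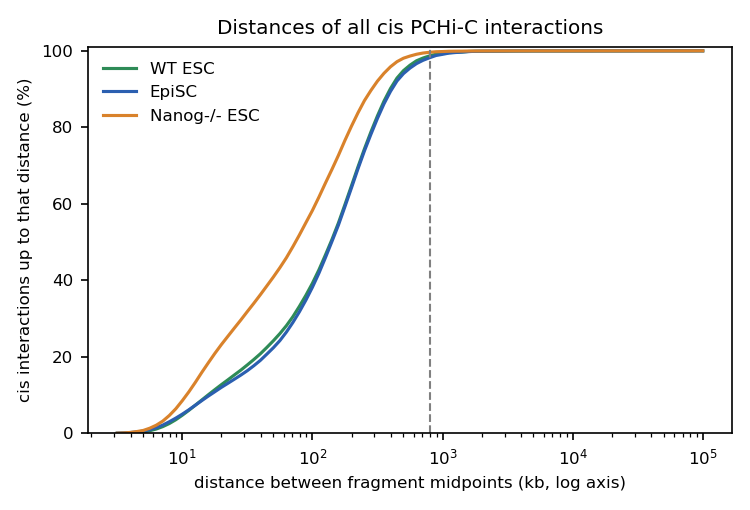
Cumulative percentage of the interactions within chromosomes (vertical axis) up to a given distance between fragment midpoints (horizontal axis, kb, log scale) in the WT ESC (green), EpiSC (blue), and *Nanog*-/- ESC (orange) lists. The dashed line marks 800 kb. The curve of *Nanog*-/- ESCs reaches 50% near its median of 74.1 kb, to the left of the other curves.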

Although depleted in a core transcription factor, *Nanog*-deficient cells retain key properties of ESCs, including the ability to self-renew and to undergo multi-lineage differentiation (Chambers et al., 2007). We identified the gene promoters that interacted with SEs in *Nanog*^−/−^ ESCs and compared this list to those that we assigned in wild-type (WT) ESCs. Overall, ∼80% (187) of the genes interacting with SEs in *Nanog*^−/−^ ESCs are common to WT ESCs, demonstrating that NANOG is not essential to maintain most promoter-SE interactions in ESCs. 

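In the *Nanog*-/- list, 40 of the 152 SEs without a bait have a promoter interaction, through 79 interactions with 61 genes. Of these genes, 37 also contact such an SE in the WT ESC list, or 60.7% (Wilson 95% interval 48.1% to 71.9%). Of the single interactions with these SEs in *Nanog*-/- ESCs, 50.6% are in the WT ESC list. From the genes in common, the paper concludes that NANOG is not essential to maintain most promoter-SE interactions.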

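With the SEs without a bait, 24 genes contact an SE in the *Nanog*-/- list and not in the WT ESC list, and 37 genes do so in the WT ESC list only. The *Elf3* promoter (chromosome 1, 135250310 to 135263518) contacts 2 fragments of an intergenic SE (135172355 to 135200930) in *Nanog*-/- ESCs, with 7 and 8 reads and CHiCAGO scores of 5.01 and 5.57. It has 6 interactions in WT ESCs, none with an SE fragment. The baited fragment of *Tet1* (chromosome 10, 62895740 to 62900840) lies in an SE and has 3 interactions in each list, none with another SE. *Zfp281* has 2 interactions in *Nanog*-/- ESCs, without an SE fragment, and *Lefty1* has none. *Sox15*, without an SE contact in WT ESCs, contacts an SE 48.9 kb away in *Nanog*-/- ESCs (chromosome 11, 69701899 to 69711182) with 9 reads and a score of 5.16.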

Notably, we did identify a set of gene promoters that interacted with SEs only in *Nanog*^−/−^ ESCs, such as *Elf3* and *Tet1* (47; 20%), and another set that interacted with SEs only in WT ESCs, including *Zfp281* and *Lefty1* (87; Figures 5A and 5B).

**Figure 5:**
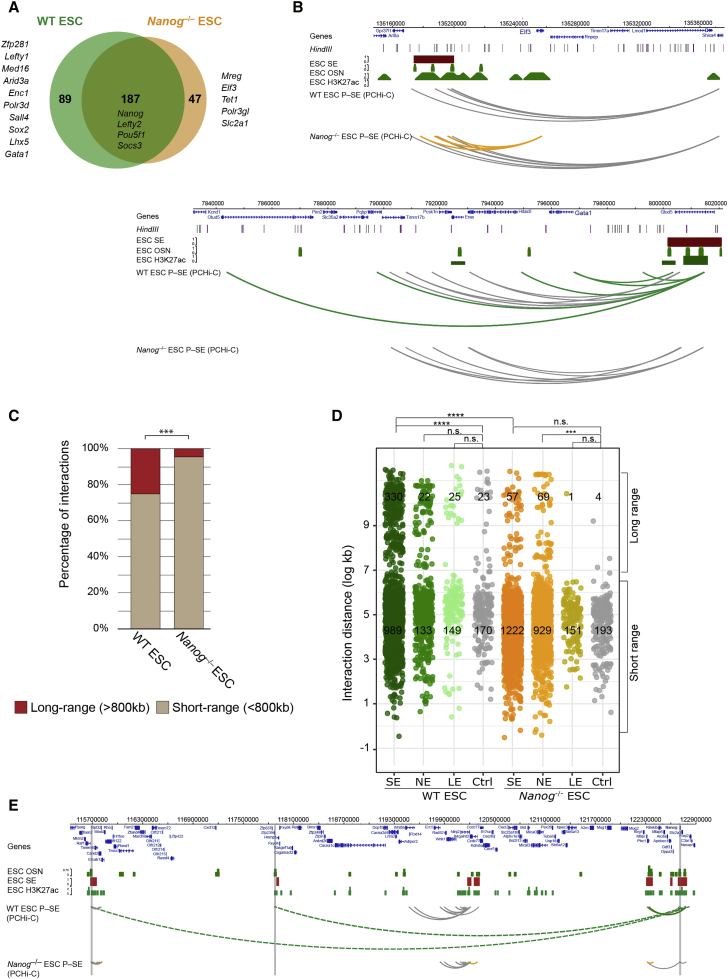
Long-Range Promoter-SE Interactions Are Depleted in *Nanog*-Deficient ESCs (A) Comparison of the SE-interactome between WT and *Nanog*^−/−^ ESCs. The Venn diagram shows the overlap of genes that significantly interact with the 231 SEs (Whyte et al., 2013) in wild-type (WT) ESCs and *Nanog*^−/−^ ESCs. A similar overlap was detected for ROSE-called WT SEs (not shown). (B) Examples of significant promoter-SE interactions in *Nanog*^−/−^ ESCs (top, *Elf3*) and in WT ESCs (bottom, *Gata1*). Significant interactions common to WT and *Nanog*^−/−^ ESCs are shown as gray arcs, while orange or green arcs represent interactions detected only in the knockout or in the WT ESCs. (C) The proportion of long-range promoter-SE interactions was significantly reduced in *Nanog*^−/−^ ESCs compared to WT ESCs (57 versus 330 LRIs, respectively; Benjamini-Hochberg adjusted chi-square p < 0.0001). (D) The proportion of long-range versus short-range promoter-SE interactions in WT ESCs is significantly higher compared to *Nanog*^−/−^ ESCs (Benjamini-Hochberg adjusted chi-square p < 1E-05). No significance in the proportion of long- versus short-range was detected between promoter-SE and promoter-CTRL in *Nanog*^−/−^ ESCs. (E) Promoter-SE interactions at a large region encompassing the *Nanog* locus. Grey arcs show promoter-SE interactions common to both WT and *Nanog*^−/−^ ESCs, and orange and green arcs represent interactions detected in each, respectively. Dashed arcs indicate LRIs. Vertical gray lines denote SE interactions at sites bound by the pluripotency transcription factors OCT4, SOX2, and NANOG (OSN). See also Figure S3 and Tables S1 and S3.

Interestingly, some of the changes in SE interactions upon *Nanog* deletion resembled the differences observed between ESCs and EpiSCs. For example, 24% of the newly interacting promoters in *Nanog*^−/−^ ESCs were also present in EpiSCs (Figure S3C). Moreover, LRIs were particularly susceptible to the deletion of *Nanog*, as they were 6-fold reduced in *Nanog*^−/−^ ESCs compared to WT ESCs (4% of all promoter-SE interactions span ≥800 kb, compared to the 25% in WT ESCs, p < 0.0001; Figures 5C–5E). 

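Of the 24 genes that contact an SE without a bait in the *Nanog*-/- list and not in the WT ESC list, 5 contact one in the EpiSC list, or 20.8% (Wilson 95% interval 9.24% to 40.5%). Both lists are compared with the same WT ESC list, which alone produces an overlap. When the labels of the 3 lists were permuted for each gene, the mean share was 30.9% (95% of the draws between 18.4% and 43.8%), so the observed share is not above what 3 exchangeable lists give.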

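In the *Nanog*-/- list, 11 of the 2725 pairs of a promoter and a ROSE SE of WT ESCs span more than 800 kb, or 0.404% (Wilson 95% interval 0.226% to 0.721%), a share lower by a factor of 1.91 than in the WT ESC list. The difference of 0.366 percentage points was not detectable with these counts (chi-square test, p = 0.101, Benjamini-Hochberg adjusted p = 0.253). It passed the threshold with pairs above 500 kb (1.45 percentage points, adjusted p = 0.00132) and with the SE as the unit (0.637 percentage points, permutation p = 0.0192). For all interactions within chromosomes, the share above 800 kb was lower by a factor of 3.504, and for pairs with middle-ranked enhancers by a factor of 4.50 (2 of 575 pairs, 0.348%). The 3 long-range pairs with the highest score in *Nanog*-/- ESCs involve *Eif4b* (0.813 Mb), *Mrps15* (0.916 Mb), and *Soat2* (0.891 Mb), each with 5 or 6 reads. At *Nanog*, the promoter fragment contacts the intergenic SE at 43.2 kb in this list too (11 reads, CHiCAGO score 10.23). The paper draws on its own counts of long-range interactions and on a rewiring that partly resembles EpiSCs. From these, it proposes that NANOG helps to stabilize some of the ESC-specific SE contacts, particularly those over large distances.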

Deleting *Nanog* in ESCs, therefore, triggers an interaction rewiring that partially recapitulates the differences between ESCs and EpiSCs. These findings lead us to propose that the presence of NANOG contributes to the stability of a subset of ESC-specific SE contacts, and particularly those interactions that span large distances.

## Discussion

In recent years, a subset of regulatory elements termed SEs have gained attention across a wide range of research fields (Hnisz et al., 2013, Whyte et al., 2013, Parker et al., 2013, Lovén et al., 2013). The interest in SEs stems from their potential to act as responsive, regulatory hubs that can control cell identity. Equally, questions have been raised as to whether SEs should be considered as separate entities from clusters of canonical enhancers or locus control regions (Moorthy et al., 2017, Bojcsuk et al., 2017, Hay et al., 2016, Pott and Lieb, 2015), and thus, it is fundamental to investigate the properties of SEs.

In this study, we generated high-resolution, global maps of promoter interactions in two distinct pluripotent cell types, ESCs and EpiSCs. We found that SEs form complex spatial networks in which individual SEs have the potential to regulate several genes. This observation expands on the one promoter to one SE assignments that have been proposed using Hi-C data and computational predictions (Whyte et al., 2013, Ing-Simmons et al., 2015). Whether this multi-modular form of gene regulation ensures robustness of transcriptional control or opportunities for co-regulation remains to be tested experimentally. The latter hypothesis is supported by a previous study where deleting an individual SE triggered the dysregulation of several nearby genes (Moorthy et al., 2017). Extending these observations to additional SEs, particularly in association with our promoter-SE interactome, will provide an exciting line of future studies.

Genes assigned to SEs have been proposed to confer unique cellular identities (Parker et al., 2013, Hnisz et al., 2013). By comparing the SE interactome of ESCs and EpiSCs, we detected the gain and loss of significant SE interactions at a subset of potentially important loci. For example, we detected a significant interaction between the *Klf4* promoter and a SE in ESCs only and between *Klf13* and a SE only in EpiSCs. Thus, the rewiring of SE interactions at genes encoding transcription factors could underlie the regulatory signals required for pluripotent state transitions. This is further supported by the differential enrichment for the binding of distinct sets of transcription factors at genes interacting with SEs in ESCs and EpiSCs, which might stabilize active SE interactions in ESCs while promoting the “priming” of new SE interactions upon transition to EpiSCs. However, we also found many genes interacting with SEs in both cell types that are not currently associated with pluripotency. For example, we uncovered a subset of genes engaged in SE interactions in ESCs with functions related to the synthesis of acetyl-coenzyme A (acetyl-CoA). The glycolytic production of acetyl-CoA promotes histone acetylation and helps to maintain the “open” chromatin organization of ESCs (Moussaieff et al., 2015). By connecting genes to highly active regulatory elements, our PCHi-C resource could be used to identify additional and previously unexplored mediators of pluripotent states.

Although the occupancy of core transcription factors is a hallmark of SEs, whether such factors contribute to SE function has not been investigated previously. We found that the deletion of *Nanog*, which is a SE-associated transcription factor in ESCs, had a surprisingly modest impact on the majority of promoter-SE contacts. However, we did observe that particular subsets of SEs were disrupted in several important ways. First, we detected a reduction in the span of promoter-SE interactions, such that significant LRIs were less frequent in *Nanog*-deficient ESCs. Second, interaction rewiring resulted in a different set of promoters in contact with SEs. We are unable to distinguish between whether the interaction differences were driven predominantly by the loss of SE activity in *Nanog*-deficient ESCs or by the loss of the interaction itself. We also cannot rule out that some of these changes could be due to the increased prevalence of partially differentiated cells within the *Nanog*-deficient cultures. Nevertheless, it is interesting to note that both of these genomic changes resembled the SE interactome in EpiSCs. Given that NANOG levels are lower in EpiSCs than ESCs, differences between the pluripotent states seem to be accompanied by a reorganization of the network of promoters contacting regulatory regions. In particular, this involves the decommissioning of regulatory regions associated with promoters that are involved in pluripotency/stem cell maintenance (like *Zfp281* or *Sall4*) and the rewiring to promoters that are involved in chromatin organization and differentiation priming (such as *Tet1*, *Elf3*, and *Slc2a1*).

Another interesting feature that emerged from our analysis was the prevalence of LRIs between promoters and SEs in ESCs, with 25% of such interactions spanning 800 kb to 90 Mb. Notably, these LRIs were rarely detected in EpiSCs. This finding suggests that the ESC genome has a permissive organization, which enables a more highly folded spatial arrangement with DNA loops that can span greater distances. Interestingly, previous studies reported that ESCs form long-range promoter-promoter interactions, mainly involving the *Hox* clusters and other Polycomb-associated sites (Denholtz et al., 2013, Joshi et al., 2015, Schoenfelder et al., 2015b). In addition, a recently developed method called genome architecture mapping identified chromatin contacts from thin nuclear sections and found that TADs containing SEs are highly interactive in ESCs and their contacts can span up to 116 Mb (Beagrie et al., 2017). Together with our findings, this leads to a model in which ESCs are particularly permissive to establishing physical contacts with very distant sites, both at transcriptionally repressed promoters and at highly active promoter-SE regions. Importantly, very few significant long-range SE contacts were detected in EpiSCs or in *Nanog*^−/−^ ESCs, suggesting that it might be a feature resultant from the distinct nuclear organization of WT ESCs. Indeed, we and others have previously shown that ESCs have a more open and dynamic chromatin architecture than EpiSCs or *Nanog*^−/−^ ESCs (Meshorer and Misteli, 2006, Fussner et al., 2011, Efroni et al., 2008, Novo et al., 2016). One interesting exception to this is that LRIs at the *Hox* network seem to be unaffected by the global changes in chromatin organization, as these interactions remained in EpiSCs. Further experiments are needed to define how Polycomb-group proteins are able to control the large spatial *Hox* networks within this environment. As long-range promoter-SE interactions also seem to be largely associated with NANOG, we hypothesize that the increased chromatin compaction that is triggered by reduced NANOG levels in EpiSCs or deletion of *Nanog* in mutant ESCs could restrict the connectivity between SEs and their distal target promoters. Indeed, although there were few long-range contacts involving control regions, this number was further reduced in *Nanog*-depleted cells, which points toward a global constriction in interaction distances. Alongside these global effects, it is possible that NANOG also has a direct role in stabilizing long-range SE interactions in ESCs, and future work could examine this prediction through acute gain and loss of NANOG binding.

A regulatory network where several gene promoters are in close proximity to strong regulatory elements like SEs confers the potential for a rapid and dynamic response to altered stimuli. For example, variations in the recruitment of transcription factors or signaling pathway members to SEs could quickly impact the regulation of the genes in contact with the SEs. Interestingly, the joint engagement of multiple promoters and enhancers in “chromatin hubs” has been observed in other contexts, and it is possible that SEs could be involved in a similar mode of gene regulation (Tolhuis et al., 2002, Patrinos et al., 2004, Jiang et al., 2016). We did not find a correlation between global transcription changes and SE interactions, suggesting that the spatial association between a promoter and a SE is not predictive of the cell-type-specific transcriptional status of that gene and that additional features (e.g., other regulatory inputs, binding of transcription factors, chromatin accessibility) mediate the differential gene expression changes. Contacts between multiple active regions are common in individual cells (Beagrie et al., 2017), and single-cell approaches will be particularly valuable for interrogating the potential of individual SEs for multiple gene regulation.

Taken together, our work provides an annotated view of interactions between putative regulatory elements, including SEs, and their target promoters across multiple pluripotent cell types. These results lead us to conclude that SEs form spatial networks in pluripotent cells that are partly dependent on core transcription factor occupancy. The data can be used to better define the gene regulatory architecture in pluripotency and understand the transcriptional variability that is observed upon perturbation of regulatory elements. This work will also be informative for understanding gene regulation in other systems including adult stem cells (Adam et al., 2015) and alternative developmental models, and it has valuable applications for cell therapies that are currently focused on targeting SEs as drivers of disease (Hnisz et al., 2013).

## Experimental Procedures

### PCHi-C Quantification and Statistical Analysis

Raw sequencing reads were processed using Hi-C User Pipeline (HiCUP) (Wingett et al., 2015). Interactions were called using CHiCAGO (Cairns et al., 2016), and the resulting p values were adjusted with a weighted false discovery control procedure. Interactions were called at the level of individual HindIII fragments based on two biological replicates for each cell type that were normalized and combined. Interactions with a CHiCAGO score ≥5 were classified as high-confidence interactions. Additionally, interactions with scores ≥4 were included in the analysis if they scored >5 in one biological replicate and ≤5 in both replicates of the other cell types. Table S1 lists significant interactions.

### SE Calling

H3K27ac ChIP-seq data for ESCs (Creyghton et al., 2010) and EpiSCs (Factor et al., 2014) were mapped to GRCm38/mm10. SEs were identified by ROSE (https://bitbucket.org/young_computation/rose) as described previously (Lovén et al., 2013, Whyte et al., 2013). Briefly, after model-based analysis of ChIP-seq (MACS) peaks identification, peaks within 12.5 kb distance of each other were stitched with a TSS exclusion zone size of 2 kb. The signal of stitched enhancers was determined by the total normalized number of reads minus the number of normalized reads in the input. Stitched and normalized peaks were then ranked by H3K27ac density and those higher than the inflection point on the density curve were defined as SEs (genome locations in Table S2).

### SE Interaction Calling

We improved the power of promoter-SE interaction calling by “stitching” the fragments together. Only *cis*-chromosomal interactions were considered. For each promoter-SE interaction test, we stitched together all HindIII fragments overlapping the appropriate SE, except for the bait and its adjacent fragments. We then assigned an observed and expected read count to each promoter-SE pair as follows. The observed count is the total number of reads between the baited fragment and any of the HindIII fragments overlapping the SE. Similarly, the expected count for the composite interaction is the sum of the expected Brownian counts retrieved for each bait-HindIII-fragment pair. Finally, we tested if the observed count was greater than expected by performing a one-tailed hypothesis test - the null distribution was Negative Binomial, with mean equal to the expected count and with dispersion parameter retrieved from the original CHiCAGO analysis, thereby obtaining a p value. The p values were weighted and transformed into scores using the default methods of CHiCAGO (Cairns et al., 2016), and scores ≥5 were classified as high-confidence interactions. Randomized control regions were defined by shuffling SEs within each chromosome until no two control regions overlapped. NE and LE regions were defined by H3K27ac signals. Each region was assigned randomly to an SE, and the regions were size extended from the midpoint of the fragment until their size matched the assigned SE. Extended regions that shared a fragment with an SE were discarded and replaced with an alternative size-matched region. A list of the interactions can be found in Table S2.

### LRI

The midpoints of each interacting genomic feature were subtracted to define the distances of individual interactions: distance = |(a + b)/2 − (c + d)/2|, where (a,b) and (c,d) are the (start,end) coordinates of each interacting genomic feature. 25% of SE-interactions in ESCs span >800 kb, and this value was used as the threshold to define LRIs. To calculate the LRI enrichment, we compared the proportion of SE interactions spanning ≥800 kb in each cell type. The proportion of LRI versus short-range (<800 kb) SE interactions was calculated and represented as percentages of all SE interactions for a cell type. Any proportion differences of LRI versus short-range SE-interactions between cell types was tested using the chi-square test of independence.

How the deposited data were processed for this re-analysis (not part of the article)

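PCHi-C, RNA-seq, and ChIP-seq data are labelled in the deposited series. The PCHi-C labels name 12 sequencing lanes, 5 of WT ESCs, 2 of EpiSCs, and 5 of *Nanog*-/- ESCs, and do not say which of the 2 biological replicates of each cell type a lane belongs to. The RNA-seq labels name 10 samples, 3 of WT ESCs, 4 of EpiSCs, and 3 of *Nanog*-/- ESCs. The ChIP-seq samples of EpiSCs (NANOG, OCT4, SOX2, and input, 1 each) and the H3K27ac profiles were not analysed here.

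By the paper's methods, the PCHi-C reads were mapped and filtered with HiCUP, interactions between single HindIII fragments were scored with CHiCAGO, and the replicates were normalized and combined into 1 list per cell type. Each entry of the 3 lists gives both fragments, the count of read pairs that join them, as the authors deposited it after combining the replicates (counts with no further scaling that the paper states), and the CHiCAGO score, a weighted measure of how far the reads exceed the background at that distance. No listed score is under 5, although the paper's methods also include some interactions with scores of at least 4. The paper also describes interaction calls on concatenated SE regions, which need the reads and were not repeated here. The RNA-seq table gives for 15648 genes the RPKM, which the authors normalized to gene length and library size and reduced to the median of each group before they deposited it. It also gives the log2 fold change of EpiSCs and *Nanog*-/- ESCs against WT ESCs, which the authors computed and deposited with a p-value. The normalization of the fold changes is not described in the paper's text or its 3 supplementary tables, and other supplementary documents were not read. The signs of the fold changes were checked against the RPKM values of the same genes. The paper's text and its 3 supplementary tables do not describe the processing of the RNA-seq reads, or whether the p-values are adjusted.

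Interactions were reduced to different pairs of fragments, and a pair listed from both ends was counted once. The fragments were checked against the GRCm38 sequence, in which both ends of all 96056 fragments are HindIII sites. Gene names of baited fragments are those of the lists. Fragments were annotated with exons and introns of protein-coding genes. The distance of an interaction is that between fragment midpoints, and of a promoter-SE pair that between the midpoints of the baited fragment and the SE. The SE fragments of Table S1 were joined into 232 contiguous regions, of which the 152 without a baited fragment were used for the genes in contact with SEs. The table gives 899 different fragments. The ROSE regions of Table S2 were used for the comparison of enhancer classes and for long-range pairs, with the 927 SEs of ESCs for WT and *Nanog*-/- ESCs and the 896 SEs of EpiSCs for EpiSCs. In these comparisons, interactions of a baited fragment with its own region were kept. The copy of Table S2 used here holds the first 1999 regions of each cell type. Middle-ranked enhancers are the 250 regions below the SE threshold. Control regions are 1000 sets of the same sizes as the SEs, placed at random within the same chromosomes.

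Shares are given with Wilson 95% intervals. Long-range shares, above 800 kb, were compared with a chi-square test with Yates's correction and adjusted by the Benjamini-Hochberg method over 5 comparisons. The same test was used where an expected count was under 5, where it is less exact. Scores, distances, and expression values were compared with a two-sided rank-sum test by 100000 permutations, whose smallest p is 1e-05. Fold changes were compared over 3 comparisons adjusted together. RPKM values were put on the log2 scale after adding 1. The threshold on p was 0.05. For the overlap of genes between the 3 lists, the list labels were permuted within each gene 10000 times. Marker lists were compared with 10000 random lists drawn, for each marker, from the 200 genes nearest in mean expression. This mean was taken on the log2 scale over WT ESCs, *Nanog*-/- ESCs, and EpiSCs, so the match also uses the groups that are compared. On simulated data, the rank-sum test gave a p under 0.05 in 3% of 200 runs without a shift and in 97% with a shift of 1 SD. The chi-square test with the adjustment did so in 0.5% of runs at equal shares and in 100% at a 3-fold difference. The simulated shares were higher than the promoter-SE shares above 800 kb in the lists. These runs therefore do not give the power of the test at the few long-range pairs counted here. All 500 interactions moved onto a set of shuffled regions were counted back. Of 100 other shuffled sets, 1 held as many interactions as the set with the 500 moved onto it. With 3 lists of equal kind, the range of permuted labels held the share in 93.5% of runs. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9.

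The depth of the libraries is not given by the lists. The called interactions hold 2177317 reads in WT ESCs, 1651319 in EpiSCs, and 1439394 in *Nanog*-/- ESCs, with medians of 13, 11, and 11 reads per interaction, and interactions above 800 kb have a median of 5 reads in each list. The lists are combined over replicates, so no value has a replicate error. The intervals and tests treat interactions, genes, or SEs as units and compare lists, not cell types.

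The comparisons, the genes named in the text, the glycolysis genes, and most alternatives were chosen before the data were examined. Named are the genes that the paper's results name, the 3 genes with an SE contact that rise most and the 3 that fall most among those with a p under 0.05, the SEs in contact with most genes, and the 3 long-range pairs of each list with the highest score. A gene under this rule is not reported here. The alternatives varied the score minimum (7), the list size, the read minimum (10), the distance (500 kb and 2 Mb), the set of SEs, the unit that was counted, the ranks of the middle-ranked enhancers (1000 to 1250), the value added to RPKM (0.1), and a filter on low expression. The counting of an SE fragment at either end of an interaction and the gene groups of Table S1 were added after seeing the data.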

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

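The tests on list size, score, depth, similar sequences, and markers, the shuffled sets, and the matched comparison on the X chromosome were chosen only after the result was seen. The others were set before. The results here concern interactions, genes, or chromosomes outside those for which the paper gives values, although its discussion raises a global shortening of distances, from control regions, and partially differentiated cells in the *Nanog*-/- cultures. Each was found and tested on the same lists or the same table.

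The interactions within chromosomes are shorter in the *Nanog*-/- list, with a median distance of 74.1 kb against 139 kb in WT ESCs and 141 kb in EpiSCs. Several technical explanations are argued against. A smaller list does not account for it, since the ratio of the WT to the *Nanog*-/- median is 1.80 at equal list size (134 against 74.1 kb). Weak calls do not either, with a ratio of 2.22 at a score of at least 7 (125 against 56.0 kb). The difference is not confined to SEs, because interactions that touch no ROSE SE have a ratio of 1.92. Depth was tested in 2 ways. The test first set compared reads of interactions found in both lists, and asked whether the ratio of *Nanog*-/- to WT reads was constant within 10% over distances or fell with distance. It did neither, with medians of 0.606 under 50 kb, 0.6 from 50 to 100 kb, and 0.7 above 400 kb, so it did not decide, and interactions called in both lists are a selection. A second test was chosen after that outcome. The *Nanog*-/- list holds 30462 interactions under 50 kb and the WT list 24125, a ratio of 1.26, whereas fewer reads alone would remove calls and add none, provided that the background CHiCAGO estimates does not move with depth, which the lists do not show. Because it replaced a test that had not decided, it carries less weight than a test set in advance. A difference in library preparation cannot be told apart from a change in the cells. The median is shorter on 20 of 20 chromosomes, as either would give, and the combined lists hold no replicates to compare. An effect of the *Nanog* deletion stays open and untested.

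This shift bears on the fall of long-range promoter-SE pairs. The fold from WT to *Nanog*-/- ESCs is 1.91 for ROSE SEs, and 866 of 1000 shuffled sets have a fold at least as large (median 3.01). The fall in these lists may therefore be part of the shorter distances of the whole list rather than a property of SEs. This was tested on calls for single fragments, not on the paper's concatenated regions.

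A total of 170 pairs of fragments on different chromosomes are in all 3 lists, whereas at most 7 were when the ends were paired anew in 100 draws. Their median in WT ESCs is 7 reads. The highest scores belong to *Gm11399* (chromosome 11, 3139559 to 3156796) with a fragment of chromosome 5 (32731269 to 32734115; 99 reads in WT ESCs, 58 in EpiSCs, 54 in *Nanog*-/- ESCs), chosen after its values were seen. Mapping between similar sequences is argued against as the main cause, as 14.1% of the pairs share a stretch of 36 bases against 13.0% of re-paired fragments. For all pairs between chromosomes in the WT ESC list, the share was 14.9%, above the highest of the re-pairings (12.3%). It was 14.7% in the *Nanog*-/- list (re-paired mean 12.3%) and 11.1% in the EpiSC list (re-paired mean 11.1%). Similar sequences may therefore add to the pairs of the WT ESC list. Of the 170 pairs in all 3 lists, 62.9% (107) have another such pair within 200 kb at both ends, in 15 groups with up to 29 pairs. Sequence misplaced in the reference, or a rearranged chromosome shared by the lines, may therefore explain part of them. The test does not separate these from contacts between chromosomes that extend over neighbouring fragments, and no biological explanation was tested.

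Of the primitive endoderm markers with a value in the authors' deposited table, 11 of 11 are higher in *Nanog*-/- than in WT ESCs, with a median log2 fold change of 2.99 (percentile 100 of the matched random lists). In the same table *Gata6* rises from 0.538 to 16.4 RPKM and *Dab2* from 1.47 to 16.8 RPKM. In WT ESCs, 6 of the 11 are at 1 RPKM or more, and *Foxa2* is also in the mesendoderm list. The scaling of the table is argued against, since its offset for these cells is 0.08. General differentiation is argued against too, as the highest percentile among the mesendoderm, neuroectoderm, and fibroblast lists was 86.7 (medians −1.17, 0.38, and 0.05). The mesendoderm list, at percentile 0, and the naive and primed markers, with medians of −0.44 and −0.41 in the authors' deposited table (percentiles 0.31 and 0.63), lie below nearly all matched random lists, which no explanation here was tested against. Whether a share of the culture is primitive endoderm-like or most cells express these genes at a low level cannot be told apart, because the table holds group medians. Among the matrix genes of the list in the authors' deposited table, *Col4a2* rises from 5.52 to 27.6 RPKM with a p of 0.000111, while *Sparc* (81.7 to 126 RPKM, p = 0.195), *Lama1* (11.2 to 49.0 RPKM, p = 0.173), and *Lamb1* (36.98 to 48.7 RPKM, p = 0.417) do not pass the threshold. An effect of the *Nanog* deletion on these genes is a candidate explanation that the values leave open.

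The X chromosome holds a smaller share of the interactions in the *Nanog*-/- list, by −0.68 on the log2 scale, while the autosomes lie between −0.33 and 0.26. The shorter distances of the list are argued against as the whole cause, since the log2 ratio under 50 kb is −0.74. Interactions on X have fewer reads in WT ESCs (median 9 against 13), and a lower depth would lose more of them. This may explain part of the difference, but the match below covers reads, score, and distance together and does not isolate depth. Of the 1100 WT interactions on X, 24.1% (21.7% to 26.7%) are found in the *Nanog*-/- list, against 31.2% of autosomal ones matched on reads, score, and distance, and 42.1% of all autosomal ones. Genes on X have a median log2 fold change of −0.01 in the authors' deposited table. Fewer reads on X stay open. The read ratio on X is 1.03 times that of the autosomes among interactions found in both lists, but interactions that lost their reads are not among these, so the ratio does not decide. The remaining difference may also come from the cell lines or from the *Nanog* deletion, neither of which was tested.

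In the EpiSC list, the X chromosome holds a larger share, by 0.46 on the log2 scale, with autosomes up to 0.21. Among interactions found in both lists, the read ratio on X is 1.44 times that of the autosomes, as a larger number of X copies could give. These interactions are a selection here too, so the ratio does not decide. The sex of the lines is not in the labels, and the authors' deposited table gives no value for the markers of the Y chromosome and of X inactivation, so copy number was not tested. Genes on X have a median log2 fold change of 0.15 in the authors' deposited table.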

How the results depend on the processing

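Values were computed again under each alternative, with 1 choice changed at a time except where named, and the cause of the changes was not tested except where the alternative itself fixes them (fewer interactions under a stricter score or read minimum, and more or fewer SEs, or a longer or shorter distance). Of 260 values under alternatives, 152 kept their direction and side of the threshold or moved within their interval, 75 moved, 4 became weaker, 9 stronger, and 20 changed direction. Added after seeing the data were the counting of an SE fragment at either end, the gene groups of Table S1, and the mean of 1000 shuffled sets for expression.

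With a score of at least 7, the long-range share of all *Nanog*-/- interactions was 0.316%. There were 23 interacting SEs and 32 genes, the share of WT genes also in EpiSCs was 25.0%, of *Nanog*-/- genes in WT 44.4%, of *Nanog*-/- only genes in EpiSCs 0%, and of EpiSC only genes whose SE contacts another gene in WT 23.1%. The shares of interactions with top SEs were 2.20% in WT and 1.35% in EpiSCs. SEs with only short-range pairs were 98.7% in WT and 99.6% in *Nanog*-/- ESCs, and the difference between SEs and middle-ranked enhancers in *Nanog*-/- ESCs became −0.491 points. The score differences between long and short pairs were −0.97 in WT and −0.53 in *Nanog*-/- ESCs and no longer passed the threshold. There were 40 *Hox* interactions in EpiSCs. The fold change of ESC only against EpiSC only genes, −1.86, passed the threshold, and SE against middle expression in EpiSCs became −0.18.

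At equal list size, the score difference of −0.82 in WT no longer passed the threshold. The *Nanog*-/- list, the smallest, stays as it is, and its difference of −1.58 did not change. Its adjusted p rose past the threshold through the joint adjustment over the lists alone. The fold change of ESC only against EpiSC only genes, −0.65, passed. With at least 10 reads, the long-range shares of all interactions were 0.125% (WT), 0.209% (EpiSC), and 0.0333% (*Nanog*-/-), 43 genes contacted SEs, and the top SEs had 2.31% and 1.42% of the interactions. SEs with only short-range pairs were 99.8%, 100%, and 100%. The WT to EpiSC difference became 0.0461 points, from 1 long-range pair, and ESC only against common genes 0.0088. Long-range pairs rest on few reads, so depth limits every value about them.

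With all 231 SEs, 111 SEs of 232 regions contacted 237 genes. Of the SEs, 50.5% contacted 2 or more genes, 13 genes contacted 2 or more SEs, 50.6% of the genes were also in EpiSCs, the share of EpiSC only genes with an SE in contact with another gene was 67.5%, and ESC only against common genes became 0.016. With the ROSE SEs of WT ESCs, the same values were 141 (of 273), 309, 53.9%, 8, 50.2%, and 72.8%. With an SE fragment at either end, chosen after seeing the data, they were 123, 288, 58.5%, 21, 59.0%, and 73.6%, ESC only against common became 0.18 and EpiSC only against common was 0.28, both past the threshold. With the gene groups of Table S1, also chosen after seeing the data, these were 0.22 and 0.36, both past the threshold. The difference between ESC only and common genes was within the spread in the values reported, and its sign changed with the SEs, the read minimum, and the gene groups.

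For long-range pairs, above 500 kb the WT to EpiSC difference was −1.82 points and the WT to *Nanog*-/- difference 1.45 points, both past the threshold. SEs with only short-range pairs were 89.9%, 89.2%, and 95.7%, the EpiSC score difference of −0.80 passed the threshold, and the expression difference between long and short pairs became −0.93. Above 2 Mb, SEs with only short-range pairs were 99.4%, 99.5%, and 99.6%, and SEs against middle became 0.128 points in WT and −0.251 in EpiSCs. With single fragment interactions, SEs against middle was −1.19 in WT, past the threshold, −0.0932 in EpiSCs, and −0.173 in *Nanog*-/- ESCs. Without SEs that hold a bait, SEs with only short-range pairs were 99.3%, 98.6%, and 100%, and SEs against middle became −0.175 in EpiSCs and −0.348 in *Nanog*-/- ESCs. With the SEs of Table S1, the shares were 100%, 99.0%, and 100%, and SEs against middle −0.467 and −0.348. With the ROSE SEs of WT ESCs in each list, WT to EpiSC became 0.328 points, SEs against middle in EpiSCs −1.23, past the threshold, and 98.7% of SEs in EpiSCs had only short-range pairs. With trans interactions counted as long range, WT to EpiSC was 0.0665 points. With the SE as the unit, WT to EpiSC was 0.713 and WT to *Nanog*-/- 0.637 points, both past the threshold. The former also uses the WT SEs in both lists, which alone changes the sign, so it is not an effect of the unit alone. The direction of the WT to EpiSC difference therefore depended on these choices, with p from 0.0027 to 1. WT to *Nanog*-/- was positive under each of them, with p from 0.00132 to 1, except with the SEs of Table S1, where neither list has a long-range pair and no test was made.

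The pseudocount, the low-expression filter, the baited fragment as unit, and the ranks of the middle-ranked enhancers changed no direction or side of a threshold among the values they were run on, although the filter lowered the expression difference between SEs and shuffled regions to 0.69 in WT ESCs and 0.56 in EpiSCs. Against the mean of 1000 shuffled sets, chosen after seeing the data, it was 2.14 and 1.73. Taking the lists as deposited changes nothing, since no score is under 5. No paired analysis was possible because the RNA-seq table holds only group medians. For the same reason the alternatives on RNA-seq normalization, count filter, replicate block, 2 groups in a fit, and leaving out each replicate were not run.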

Differences from the paper's values

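Values differ here when 1 is more than 1.5 times the other. The alternatives named as set before the data were examined are those given above, and the either-end counting and the gene groups of Table S1, which are the authors' own calls, were chosen after seeing the values. The paper's methods also count some interactions with scores of at least 4, and the lists hold none of these. Of the 772 interactions of Table S1 in WT ESCs, 623 are in the list.

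The paper gives 138 interacting SEs in ESCs, or 91%, against 46 of 152 (30.3%) here. Of the alternatives set before the data were examined, all 231 SEs (111 of 232 regions, 47.8%) and the ROSE SEs (141 of 273, 51.6%) fell within the range for the number but not for the percentage, and the score, list size, read minimum, and unit did for neither. The either-end counting, chosen after seeing the values, gave 123 of 232 (53.0%), again within the range for the number alone. For genes assigned by proximity and contacted, the paper gives 81 and 15 were found. None of the alternatives set before the data were examined closed the gap, and the either-end counting, chosen after seeing the values, gave 63. For those not contacted, the paper gives 42 against 121, and no alternative closed the gap. For additional genes, the paper gives 197 against 59, with 208 for all 231 SEs, set before the data were examined, and 225 for the either-end counting, chosen after seeing the values. The other alternatives did not close it. For promoters with 2 or more SEs, the paper gives 14 against 3, with 13 for all 231 SEs and 21 for the either-end counting, chosen after seeing the values. For SEs with more than 6 promoters, the paper gives 5% against 2.17%, with 6.31% for all 231 SEs and 5.69% for the either-end counting, chosen after seeing the values. The remaining alternatives closed neither gap.

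The paper finds 70% of ESC genes again in EpiSCs, against 37.8% here. All 231 SEs (50.6%) and the ROSE SEs (50.2%), both set before the data were examined, and the either-end counting (59.0%), chosen after seeing the values, came within the range. The score, list size, read minimum, and unit did not. For genes of ESCs only against EpiSCs, the paper gives 87 against 46, with 117 for all 231 SEs and 118 for the either-end counting, chosen after seeing the values. For genes shared with *Nanog*-/- ESCs, the paper gives 187 against 37, with 173 for the ROSE SEs and 164 for the either-end counting, chosen after seeing the values. For genes of *Nanog*-/- ESCs only, the paper gives 47 against 24, and all 231 SEs gave 64. For genes of WT ESCs only against *Nanog*-/- ESCs, the paper gives 87 against 37, with 118 for all 231 SEs and 124 for the either-end counting, chosen after seeing the values. The other alternatives recomputed from the lists did not close these gaps. The genes that Table S1 itself lists, a setting chosen after seeing the values, closed each of them, with 68.8% found again in EpiSCs, 86 of ESCs only against EpiSCs, 187 shared with *Nanog*-/- ESCs, 47 of *Nanog*-/- ESCs only, and 89 of WT ESCs only against *Nanog*-/- ESCs.

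For the share of interactions with top SEs, the paper shows about 3.3% in ESCs in Fig. 3B, read by eye, against 2.07%. A score of at least 7 (2.20%) and at least 10 reads (2.31%) closed this gap and the others did not. For middle-ranked enhancers in ESCs it shows about 1.6% in Fig. 3B, read by eye, against 1.03%, and a score of at least 7 (1.11%) and equal list size (1.07%) closed it. In EpiSCs it shows about 2.3% for top SEs in Fig. 3B, read by eye, against 1.27%, which no alternative closed, and about 1.1% for middle-ranked enhancers in Fig. 3B, read by eye, against 0.697%, which a score of at least 7 (0.797%) and at least 10 reads (0.834%) closed.

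For promoter-SE pairs above 800 kb, the paper gives 25% in ESCs, 7% in EpiSCs, and 4% in *Nanog*-/- ESCs, against 0.770%, 1.05%, and 0.404%, from calls on single fragments. Of the alternatives set before the data were examined, only pairs above 500 kb came within the range, for EpiSCs (4.73%). The paper's counts are 330, 60, and 57, against 24, 20, and 11. Pairs above 500 kb, set before the data were examined, gave 90 for EpiSCs and 40 for *Nanog*-/- ESCs, and nothing closed the gap for WT ESCs. For control regions the paper gives 13% against 1.79%, and for the fold from WT to *Nanog*-/- ESCs 6 against 1.91. The paper's control regions for the 13% were matched for size and distance, and the shuffled regions here for size and chromosome only. In ESCs the paper gives 58% of SEs with short-range, 26% with only long-range, and 16% with both kinds of interactions, against 96.8%, 0.554%, and 2.63%. None of the alternatives set before the data were examined closed these gaps.

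The paper states SE contacts in ESCs for *Klf4*, *Sox2*, and *Fgf4*. Here *Klf4* has 1 interaction in WT ESCs and none with an SE, and *Sox2* and *Fgf4*, which lie in SEs, have 3 and 1 and none with another SE. It lists *Sall4*, *Klf4*, and *Sox15* among the genes with SE contacts in ESCs and not EpiSCs, and none of them has a contact with another SE in the WT ESC list. It lists *Pou5f1*, *Sox2*, *Lefty1*, and *Smad1* as in contact with SEs in both cell types. Only *Lefty1* has such a contact here (9 reads), in WT ESCs alone. It gives *Tet1* for *Nanog*-/- ESCs only, where 3 interactions and none with another SE were found. It reports several glycolysis genes among the new SE genes, without naming them in that passage. Of the 26 genes in the list chosen here, 1 (*Slc2a3*) contacts an SE in WT ESCs. It describes the contact of the *Phc1* SE as one with the *Nanog* promoter, and the listed interaction ends in the SE next to it (6 reads). It gives a larger part of the SEs with several promoters than the 28.3% here. All 231 SEs gave 50.5% and the ROSE SEs 53.9%, both set before the data were examined, and the either-end counting gave 58.5%, chosen after seeing the values. It gives a larger part of EpiSC only genes whose SE contacts another gene in ESCs than the 40.0% here, with 67.5% for all 231 SEs and 72.8% for the ROSE SEs, both set before the data were examined, and 73.6% for the either-end counting, chosen after seeing the values.

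The paper describes *Nodal* as higher in EpiSCs. Its RPKM in the authors' deposited table is higher (68.7 and 122.25), and its log2 fold change is −0.12. The paper states a higher long-range share of SEs in ESCs than in EpiSCs and than in enhancers and control regions. The differences here were −0.28 points against EpiSCs and −0.79 against middle-ranked enhancers, and the shuffled mean was 1.79%, from regions not matched for distance. With the SE as the unit and the WT SEs in both lists, set before the data were examined, the share was higher in WT ESCs than in EpiSCs by 0.713 points, and so it was with the ROSE SEs of WT ESCs in each list (0.328 points), with trans interactions counted as long range (0.0665 points), and with at least 10 reads (0.0461 points). It calls the scores of long-range and short-range pairs comparable, and the medians here were 5.79 and 7.10 in WT ESCs. It reports that genes of SEs exceed those of regular enhancers in expression in both cell types, and the difference in EpiSCs was 0.09. It reports a difference in expression between long-range and short-range genes, which was 1.24 here with p = 0.213 by permutation. It states no difference in distance over all interactions between ESCs and EpiSCs. The median distances here were also close, at 139 and 141 kb. The shares above 800 kb were 1.30% and 1.78%, which is within the range of 1.5 times used here.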

Other observations

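The test on the offset of the fold changes was set before its result was seen. The log2 ratio of the RPKM values of EpiSCs to WT ESCs in the authors' deposited table exceeds the log2 fold change by a median of 0.94 across 9043 genes at 1 RPKM or more. The interquartile range of this difference is 0.0237, so that a single scaling factor for the EpiSC group could account for it. For *Nanog*-/- ESCs the median is 0.08. What set the factor was not tested, and RPKM values of EpiSCs and ESCs in the authors' deposited table are not directly comparable.

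In EpiSCs against WT ESCs, the marker lists have median log2 fold changes in the authors' deposited table of −7.63 (naive, percentile 0 of the matched random lists), 0.89 (primed, 99.6), 2.00 (primitive endoderm, 99.99), 4.28 (mesendoderm, 100), 0.76 (neuroectoderm, 88.4), and 1.90 (fibroblast, 99.8). For *Nanog*-/- ESCs against WT ESCs, the largest falls among genes in contact with an SE without a bait in the authors' deposited table are *Nanog* (−4.20), *Sox15* (−1.82), and *Myb* (−1.73), and the largest rises *Amac1* (2.61), *Spry4* (1.58), and *D130058E05Rik* (1.47).

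Of the glycolysis genes, 2 contact an SE in the *Nanog*-/- list, *Slc2a3* and *Slc2a1*, the latter with 16 reads and a score of 5.22. The *Klf4* promoter contacts an SE in that list, 59.2 kb away, with 8 reads and a score of 5.67. Between the *Hox* baits it holds 92 interactions at a median distance of 38.9 kb. Its long-range promoter-SE pairs have a median score of 5.87 against 7.45 for short-range pairs (permutation test, adjusted p = 0.0327). Of its 703 interacting SEs, 98.7% have only short-range pairs.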
